# The CUL4-DDB1 ubiquitin ligase complex controls adult and embryonic stem cell differentiation and homeostasis

**DOI:** 10.7554/eLife.07539

**Published:** 2015-11-27

**Authors:** Jie Gao, Shannon M Buckley, Luisa Cimmino, Maria Guillamot, Alexandros Strikoudis, Yong Cang, Stephen P Goff, Iannis Aifantis

**Keywords:** stem cells, ubiquitin proteasome system, hematopoiesis, embryonic stem cell, Human, Mouse

## Abstract

Little is known on post-transcriptional regulation of adult and embryonic stem cell maintenance and differentiation. Here we characterize the role of *Ddb1*, a component of the CUL4-DDB1 ubiquitin ligase complex. *Ddb1* is highly expressed in multipotent hematopoietic progenitors and its deletion leads to abrogation of both adult and fetal hematopoiesis, targeting specifically transiently amplifying progenitor subsets. However, *Ddb1* deletion in non-dividing lymphocytes has no discernible phenotypes. *Ddb1* silencing activates Trp53 pathway and leads to significant effects on cell cycle progression and rapid apoptosis. The abrogation of hematopoietic progenitor cells can be partially rescued by simultaneous deletion of Trp53. Conversely, depletion of DDB1 in embryonic stem cell (ESC) leads to differentiation albeit negative effects on cell cycle and apoptosis. Mass spectrometry reveals differing protein interactions between DDB1 and distinct DCAFs, the substrate recognizing components of the E3 complex, between cell types. Our studies identify CUL4-DDB1 complex as a novel post-translational regulator of stem and progenitor maintenance and differentiation.

**DOI:** http://dx.doi.org/10.7554/eLife.07539.001

## eLife digest

Stem cells can develop into other types of cells via a process called “differentiation”. When a stem cell divides in two, it typically produces another stem cell and a cell that goes on to differentiate. Hematopoietic stem cells (or HSCs) are found in the bone marrow and give rise to all blood cells throughout the life of an organism. It is therefore crucial that they divide correctly to maintain the balance between renewing their numbers and making new types of cells.

Many studies have investigated how stem cells are maintained, but there are still major gaps in our knowledge. Recent research suggested that the cell’s “ubiquitin-proteasome system” might be important for regulating stem cell division. This system rapidly degrades proteins, thereby regulating protein abundance in cells. Enzymes known as E3 ligases form part of this system, and recognize proteins to be marked for destruction with a small protein tag.

Gao et al. have now observed that a component of an E3 ligase called DDB1 is highly expressed in hematopoietic stem cells. Further experiments revealed that genetically engineered mice that lack DDB1 in their population of blood cells die soon after they are born and have fewer blood cells. Gao et al. next inhibited the production of DDB1 in adult mice. This stopped the adult mice’s hematopoietic stem cells from dividing, and the mice died because their bone marrow couldn’t produce new blood cells. These results show that DDB1 is necessary for stem cells to renew their numbers and differentiate into blood cells in both developing and adult animals.

Next, Gao et al. investigated the how DDB1 regulates stem cell division, and discovered that a protein called p53, which is a key player in controlling cell division, is regulated by DDB1. Under normal conditions, p53 levels are kept low in cells. However, in the absence of DDB1, the levels of p53 rise, which triggers the death of the hematopoietic stem cells.

Further experiments revealed that not all dividing cells undergo cell death with the loss of DDB1. Instead, Gao et al. found that rapidly dividing embryonic stem cells differentiate when DDB1 is lost but do not die. These findings suggest that specific components of the ubiquitin ligase complex play a key role in deciding a stem cell’s fate. In the future, identifying these components will further our understanding of the decision of stem cells to differentiate.

**DOI:** http://dx.doi.org/10.7554/eLife.07539.002

## Introduction

Stem cells posses the unique properties of self-renewal and the capacity to differentiate to multiple cell types. In the case of hematopoietic stem cells (HSC) they are rare and specialized cells, which are able to give rise to all blood lineages. The balance between HSC self-renewal and differentiation needs to be tightly regulated in order to keep the HSC pool size as well as to constantly replenish mature blood cells (Orkin and Zon, 2008). HSC function is governed extrinsically by cytokines (Zsebo et al., 1990; de Sauvage et al., 1996) and developmental signals (Stier et al., 2002; Zhang et al., 2003) and intrinsically by transcription factors (Wilson et al., 2004; Tothova et al., 2007; Reavie et al., 2010), cell cycle regulators (Cheng et al., 2000) and metabolic pathways (Nakada et al., 2010).

However, little is known about how HSCs are regulated at the post-translational level. The ubiquitin-dependent proteasome degradation system (UPS) is a primary mechanism that controls protein turnover and activation. UPS acts via three sequential enzymes: an E1 ubiquitin activating enzyme, an E2 ubiquitin conjugating enzyme and an E3 ubiquitin ligase (Crusio et al., 2010). Among these three enzymes, E3 ubiquitin ligases confer substrate specificity. An E3 ubiquitin ligase is a multi-subunit complex that recognizes and binds specific target proteins via substrate recognizing subunits. In HSCs, it has been shown that *Fbw7*, an E3 ubiquitin ligase member, governs quiescence of HSCs (Matsuoka et al., 2008; Thompson et al., 2008). *Itch* and *c-Cbl*, other two E3 ubiquitin ligases, have been reported to negatively regulate HSC homeostasis and function (Rathinam et al., 2008; Rathinam et al., 2011). In other stem cell systems, it has been shown that *Huwe1*, a HECT domain containing E3 ubiquitin ligase, regulates proliferation and differentiation of neural progenitor cells as well as embryonic stem cells (ESC) (D'Arca et al., 2010). Protein levels of OCT4 and NANOG, transcription factors required for pluripotency, are modulated in an ubiquitin-dependent manner (Xu et al., 2009; Ramakrishna et al., 2011; Buckley et al., 2012), suggesting key roles of E3 ligase complexes for ESC differentiation. Recently we mapped the ubiquitinated protein landscape in mouse ESC and identified critical UPS members regulating ESC pluripotency and differentiation (Buckley et al., 2012).

DNA damage binding protein 1 (*Ddb1*), a component of the Cullin4-containing E3 ubiquitin ligase, was originally identified as a protein involved in the nucleotide excision repair pathway. DDB1 heterodimerizes with DDB2 and shows high affinity for UV-induced DNA damage sites (Batty et al., 2000). Once bound to a damaged site, the CUL4-DDB1 complex ubiquitinates DDB2 and targets it for degradation, facilitating subsequent repair events (Sugasawa et al., 2005). The CUL4-DDB1ligase is a multi-component complex. Through its C-terminus, CUL4A or CUL4B binds to the RING finger protein to interact with the E2 conjugating enzyme. On its N-terminus, CUL4A or CUL4B binds to DDB1 to recruit CUL4-DDB1 associated factors (DCAF), a family of WD40 repeat proteins which confer substrate specificity (Angers et al., 2006; He et al., 2006; Higa et al., 2006). The CUL4-DDB1 ligase has been shown to target several substrates for ubiquitin dependent degradation. The list of substrates include the DNA replication licensing factor Cdt1 (Higa et al., 2003; Hu et al., 2004), the cell cycle inhibitor p27^Kip1^ (Bondar et al., 2006) and Cdkn1a^Cip1^ (Abbas et al., 2008; Nishitani et al., 2008), the histone methyltransferase PR-Set7 (Oda et al., 2010; Tardat et al., 2010), and Epe1, a JmjC domain-containing histone demethylase in fission yeast (Braun et al., 2011). More recently it has been found that the CUL4-DDB1 complex can be modulated by binding of the drug, lenalidomide leading to degradation of lymphoid transcription factors IKZF1 and IKF3 in multiple myeloma cells (Fischer et al., 2014; Kronke et al., 2014). These findings suggest that the CUL4-DDB1 ligase complex has numerous substrates that it affects a variety of cellular functions, and that the complex can be altered with targeted therapeutics. Intriguingly, germline *Cul4a* deleted mice are viable and display no gross abnormality (Liu et al., 2009), possibly due to redundancy with *Cul4b*, whereas *Ddb1* deletion is embryonic lethal and embryos are not seen past E12.5 (Cang et al., 2006). Conditional inactivation of *Cul4a* in the skin leads to resistance to UV-induced skin carcinogenesis (Liu et al., 2009). Specific deletion of *Ddb1* in brain results in elimination of neuronal progenitor cells, hemorrhages in brain, and neonatal lethality (Cang et al., 2006). DDB1 also plays a role in ESC self-renewal, and silencing of *Ddb1* led ESC to differentiate (Buckley et al., 2012).

To investigate the role of the DDB1 in hematopoietic stem cells, we inactivated the *Ddb1* gene in hematopoietic stem and progenitor cells (HSPC) and at different developmental stages. Here we report that *Ddb1* loss impairs HSPC function in both the adult bone marrow and the fetal liver. More specifically, *Ddb1* deletion leads to induction of DNA damage, rapid induction of apoptosis, and Trp53 response, resulting in bone marrow failure and acute lethality. However, deletion of *Ddb1* had no effect on resting mature lymphoid cells and whereas in proliferating embryonic stem cells (ESC) silencing of *Ddb1* led to loss of pluripotency without effects on cell survival. Our results demonstrate CUL4-DDB1 is a novel regulator of stem cell homeostasis.

## Results

### Fetal hematopoiesis is absolutely dependent on *Ddb1* function

To study the role of distinct ubiquitin ligases in the biology of HSCs, we initially performed a meta-analysis of genome-wide expression in lineage^-^Sca1^+^cKit^+^ (LSK) cells, a population enriched for HSCs, and found several E3 ligases among the top 20% highly expressed genes, including the already reported HSC regulators *Fbw7* (Thompson et al., 2008), *Cul1, Itch* (Rathinam et al., 2011) and *c-Cbl* (Rathinam et al., 2008) (Figure 1a). Both genes of the *Cul4^DDB^*^1^ complex were also highly expressed in LSKs (Figure 1a), suggesting that this E3 complex could be important in early hematopoiesis. We further examined the expression of *Ddb1* in long-term HSCs (LT-HSC, CD150^+^CD48^-^LSK) and downstream progenitor populations. It was found that *Ddb1* was expressed at a low level in quiescent LT-HSCs, and significantly upregulated in multipotent progenitors (MPP, CD150^-^CD48^+^LSK), a proliferating progenitor subset. *Ddb1* expression remained constant in later progenitor populations (Figure 1b). The expression pattern of *Ddb1* suggests its potential role in hematopoiesis.

**Figure 1.**
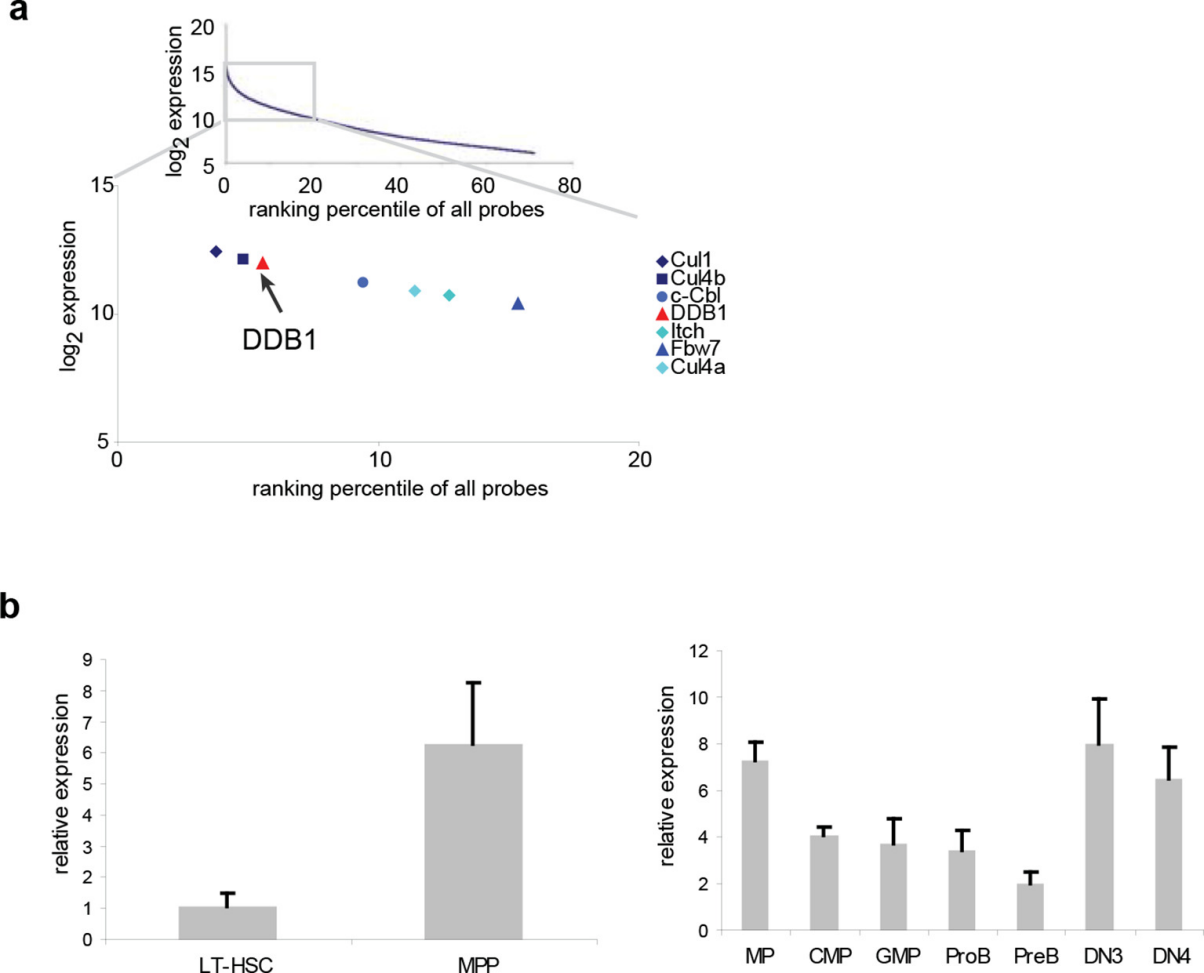
*Ddb1* is highly expressed in the hematopoietic system. (**a**) Expression ranking of *Cul4-Ddb1* components in LSKs compared to all probes available in microarray. Microarray was performed on LSK cells. The expression value of all probes were ranked from high to low. (**b**) Quantitative PCR of *Ddb1* in hematopoietic populations. **DOI:** http://dx.doi.org/10.7554/eLife.07539.003

To investigate the importance of *Ddb1* function in hematopoiesis, we generated *Ddb1^f/f^::Vav1Cre^+^* mice. The Vav1 promoter drives the expression of Cre recombinase in entire hematopoietic compartment during embryonic development (~E13.5) from HSC and progenitors to mature cells. Efficient deletion of Ddb1 in bone marrow was confirmed by qPCR (Figure 2a). *Ddb1^f/f^::Vav1Cre^+^* mice were born at normal frequencies and were indistinguishable from littermates. However, *Ddb1^f/f^::Vav1Cre*^+^ animals died rapidly after birth (Figure 2b). Peripheral blood analysis at day 7 showed that *Ddb1^f/f^::Vav1Cre^+^* mice had significantly decreased counts of white blood cells, red blood cells and platelets compared to littermates (Figure 2c,d). Moreover, the cellularity and size of thymus and spleen were significantly reduced (Figure 2e,f). When analyzed by flow cytometry, lineage^-^Sca1^+^cKit^+^ (LSK) cells, a population enriched for HSCs, and cKit^+^ progenitors were undetectable (Figure 2g). Mature lymphoid (CD4^+^CD8^+^ in thymus, B220^+^IgM^+^ in spleen) and myeloid (Gr1^+^Mac1^+^ in spleen) cells were severely reduced (Figure 2h). Since Vav1Cre expression starts as early as embryonic day 13.5 (E13.5) (Stadtfeld and Graf, 2005), we hypothesized that the pan-cytopenia in *Ddb1^f/f^::Vav1Cre^+^* neonates was due to defects initiated during fetal hematopoiesis. Analysis of E16.5 fetal liver of *Ddb1^f/f^::Vav1Cre^+^* mice showed that the deletion of *Ddb1* in fetal hematopoietic cells led to reduction of the LSK and cKit^+^ progenitors, as well as mature CD19^+^ B-lymphoid and Gr1^+^ myeloid cells (Figure 2i). Interestingly, the distribution of LT-HSC and MPP was skewed with higher frequency of LT-HSC and lower frequency of MPP cells (Figure 2i). Genome-wide gene expression analysis revealed that *Ddb1*-deficient LSKs up-regulated genes associated with stem cell identity (*Mecom, Thy1, Angpt1*) and down-regulated genes associated with differentiation (Figure 2j,k), consistent with the phenotypic enrichment of the HSC population. 

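The expression values behind Figure 2j,k come from LSK cells of fetal livers at embryonic day 16.5, with 2 arrays from control and 2 from *Ddb1*-deficient (*Ddb1 f/f::Vav1Cre+*) embryos. The sample labels give the controls as floxed embryos without Cre, whereas the heat map of Figure 2k heads them Vav1Cre+. For each sample 20 ng of RNA was amplified in 2 cycles and hybridized to an Affymetrix mouse array with 45101 probe sets. *Xist* was at a log2 intensity of 1.93 and 10.09 on control arrays 1 and 2 and of 2.15 and 9.96 on *Ddb1*-deficient arrays 1 and 2, and *Kdm5d*, a Y-linked gene, at 7.40 and 1.43 and at 6.86 and 1.67. Each group thus holds 1 array of male and 1 of female cells. The authors deposited the RMA intensity of each probe set, and these values were set on the log2 scale. Each of 20656 genes was represented by its probe set with the highest mean over the 4 arrays, and the groups were compared with limma, with p-values adjusted by Benjamini-Hochberg over all genes. Gene lists were compared with all other genes by camera, once with a preset correlation of 0.01 between genes and once with the correlation estimated from the arrays. The members of the lists and the adjusted tests were set before the data were examined, while counts by limma at an unadjusted p under 0.05 were added afterwards. The lists hold common markers of each cell type, since the paper cites a publication for the gene sets of Figure 2j and does not print their members. Whether a sample holds the cells of 1 embryo or of a pool is not stated. The p-values of single genes measure only the spread between these samples, which may in part be technical. Camera with the preset correlation compares members with the spread over genes, so that its p-values say little about the spread between samples. The estimated correlation was 0.60 for the macrophage, 0.35 for the B lineage, 0.31 for the progenitor and 0.20 for the erythroid list. It was -0.03 for HSC identity and -0.02 for myeloid genes. The number of arrays limits precision, and an exact permutation of 2 arrays against 2 cannot go below p = 0.333.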

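*Ddb1* itself was lower in the *Ddb1*-deficient LSKs, at a log2 intensity of 4.46 ± 0.18 against 6.16 ± 0.14 in the controls (mean ± SD, n = 2 arrays each), a log2 difference of -1.70 that is larger than the spread between arrays (control 6.06 and 6.26, *Ddb1*-deficient 4.58 and 4.33). Where its only probe set lies relative to the deleted exons is not known. *Mecom* was at 8.42 ± 0.10 against 5.28 ± 0.48 in the controls, *Thy1* at 2.63 ± 0.09 against 1.13 ± 0.13 and *Angpt1* at 6.66 ± 0.13 against 5.33 ± 0.85 (n = 2 arrays each). These differences of log2 3.14, 1.50 and 1.33 separate both *Ddb1*-deficient arrays from both control arrays. The other probe set of *Mecom* is dim and had a log2 difference of 0.69, and the mean of both probe sets gave 1.91. The signal of *Thy1* in the controls lies below the median probe set (2.08), and the difference of *Angpt1* runs from 0.73 to 1.93 when 1 array is left out. Other HSC markers were higher by a log2 difference of 3.35 (*Neo1*, with 2 of its 5 probe sets going the other way), 3.24 (*Gucy1a1*) and 3.22 (*Tek*). In the controls *Neo1* (2.02) and *Tek* (1.78) lay below the median probe set too, so that the size of their differences is uncertain. The signal of *Tek*, which endothelial cells also express, was at 6.24 and 3.76 on the *Ddb1*-deficient arrays. Its difference was 1.98 without *Ddb1*-deficient array 1 and did not pass even over the list alone. *Procr* (2.73) and *Mllt3* (2.18), chosen after their values were seen, were higher too. After adjustment over all genes, limma called none of these genes (adjusted p = 0.162 for *Ddb1*, 0.146 for *Mecom*, 0.167 for *Thy1* and 0.447 for *Angpt1*). It called 0 genes higher and 0 lower, with a smallest adjusted p of 0.133, while at an unadjusted p under 0.05 it gave 1012 higher and 1245 lower and the methods' test gave 920 and 771. In simulated data of the same size limma also called 1020 unchanged genes at that unadjusted threshold, so that many of these genes may be false. With adjustment the methods' test called *4930551I15Rik* (log2 difference 0.07) and *Kctd15* (-0.04), both dim and with an SD of 0.00 within each group.
Of the 31 HSC identity genes measured, 24 had both *Ddb1*-deficient arrays above both control arrays and 1 had both below. For a single gene, chance assignment of the arrays gives 16.7% in each direction, which need not be the share over all genes here. The median log2 difference of the 31 genes was 1.33. Of these genes *Tek*, *Esam*, *Robo4* and *Tie1* are endothelial markers too, and the 20 endothelial genes had a median log2 difference of 0.55 on the same arrays. When adjusted over the list alone 13 of the 31 were higher and 0 lower, against 0 when adjusted over all genes. Camera placed the list above the other genes (adjusted p = 1.74e-14). With an estimated correlation the same test gave an adjusted p of 0.215. That setting called 0 of 29 lists here and 0 of 20 simulated lists shifted by log2 1, so that it says little either way. The HSC identity list holds genes that the paper shows from the same arrays, so that its counts are not independent evidence. The 23 members that the study does not name had a median log2 difference of 0.68, with 7 higher and 0 lower when adjusted over the list alone, 0 over all genes, and a camera adjusted p of 1.91e-08, or p = 0.215 with an estimated correlation. The 7 members became 1 by the methods' test, which gave 8 in place of 13 for the full list. Fewer of the 7 passed without either control array, where the spread comes from the *Ddb1*-deficient arrays alone. The cause was not tested. The difference of *Neo1* was 3.56 without control array 1 and 3.14 without control array 2, and that of *Tek* 3.47 and 2.96. Of the 88 genes that Figure 2k labels, 82 were measured, and 30 of 31 drawn as higher and 48 of 51 drawn as lower went in the direction of the figure, with median log2 differences of 1.74 and -0.67. Of these, 27 and 32 reached an unadjusted p under 0.05 with limma, and 0 passed after adjustment. Among the exceptions were *Akap13* (-0.20), *Psma6* (0.06) and *Eri1* (0.07), each with other probe sets going the opposite way. The figure draws these genes from the same arrays, so that the tally is not independent evidence.

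**Figure D1:**
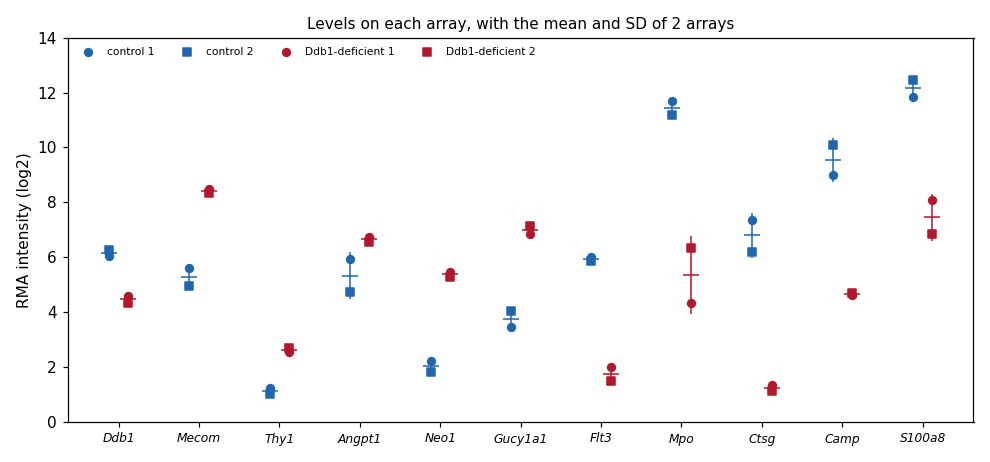
RMA intensity (log2) of *Ddb1*, HSC identity genes and genes of progenitors and myeloid cells on each array of fetal liver LSKs. Blue, control; red, *Ddb1*-deficient; circles, array 1; squares, array 2; lines, mean and SD of 2 arrays.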

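Among genes of multipotent and lymphoid-primed progenitors, *Rag1* was at a log2 intensity of 6.32 ± 3.20 in the *Ddb1*-deficient LSKs against 10.85 ± 0.26 in the controls, and *Il7r* at 4.69 ± 2.68 against 8.99 ± 0.24 (mean ± SD, n = 2 arrays each). With this spread both fall short of the threshold even when adjusted over the list alone. The log2 difference of *Rag1* was -6.79 without *Ddb1*-deficient array 1 and -2.26 without *Ddb1*-deficient array 2, and that of *Il7r* -6.19 and -2.40. *Flt3* (1.74 ± 0.36 against 5.93 ± 0.12), chosen after its values were seen, differed with less spread and passed that threshold. Of the myeloid genes, *Mpo* was at 5.34 ± 1.42 against 11.45 ± 0.36 and *Ctsg* at 1.23 ± 0.14 against 6.79 ± 0.82. Among genes with separate arrays, a signal above the median in the controls and an unadjusted p under 0.05, the most negative differences were those of *Chil3* (log2 difference -7.20), *H2-Aa* (-6.16), *Mpo* (-6.10), *Ctsg* (-5.56), *Stfa3* (-4.97), *Camp* (-4.89), *Olfm4* (-4.83), *H2-DMb2* (-4.74), *Ltf* (-4.72) and *S100a8* (-4.70), none of which passed after adjustment. In the *Ddb1*-deficient LSKs *Chil3* (1.62), *Ctsg* (1.23) and *Flt3* (1.74) lay below the median probe set (2.08), so that the size of their differences is uncertain. The B lineage genes *Pou2af1* and *Igll1* stood at 9.61 and 9.55 on *Ddb1*-deficient array 1, within 1 log2 unit of the control means of 10.06 and 10.38, but at 3.47 and 4.58 on array 2. *Alas2* (7.25 ± 0.32 against 3.95 ± 1.41, log2 difference 3.30) and *Hbb-y* (4.16 ± 1.93 against 1.10 ± 0.25, log2 difference 3.06, or 1.70 without *Ddb1*-deficient array 2) of the erythroid list and *Clec1b* (3.14) and *Pf4* (2.47) of the megakaryocyte list were higher.
Over all genes limma called 0 members of each of these lists. When adjusted over the list alone 7 of 20 genes of multipotent and lymphoid-primed progenitors were lower and 0 higher (median log2 difference -0.95), and 12 of 25 myeloid genes were lower and 3 higher (median -1.14), the 3 being *Csf1r* (2.43) and *Fcgr3* (1.84), which macrophages also express, and *Gfi1* (1.63). Fewer of the 7 progenitor genes passed without either control array, where the spread comes from the *Ddb1*-deficient arrays alone. The cause was not tested. By the methods' test, adjusted in the same way, 3 progenitor and 0 myeloid genes were lower. Camera placed both lists below the other genes (adjusted p = 1.24e-10 and 8.63e-07), with p = 0.238 and 0.215 with an estimated correlation. The 15 B lineage genes had a median log2 difference of -1.79 and 0 members past the threshold when adjusted over the list alone, which became 10 without *Ddb1*-deficient array 1 and 2 without *Ddb1*-deficient array 2. Camera gave this list an adjusted p of 0.018 (lower), with p = 0.481 with an estimated correlation, p = 0.219 without *Ddb1*-deficient array 2 and p = 0.243 without control array 2. The 22 erythroid genes had a median log2 difference of 0.75, with 0 members past the threshold when adjusted over the list alone, and camera placed them above the other genes (adjusted p = 1.08e-05, or p = 0.296 with an estimated correlation). The same list differed by a median of 0.73 between the 2 control arrays (16 of 22 genes higher on array 2), and 5 adult globin probe sets had a median log2 difference of 2.48 between the groups. Of the 22 megakaryocyte genes 4 were higher and 2 lower when adjusted over the list alone (median 0.43), the lower ones being *Itgb3* (-2.07) and *Mmrn1* (-0.96), each with 1 of 2 probe sets going the other way. The count of lower members became 0 without control array 1 and 1 without any other array. Camera gave an adjusted p of 0.0322 (higher) for the list, with p = 0.45 with an estimated correlation, p = 0.0905 without control array 1 and p = 0.292 without *Ddb1*-deficient array 2. The same arrays carried more signal of 17 of 17 macrophage markers, with a median log2 difference of 2.75. From higher expression of stem cell identity genes and lower expression of differentiation genes, the paper proposes a match with the phenotypic enrichment of the HSC population.

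**Figure D2:**
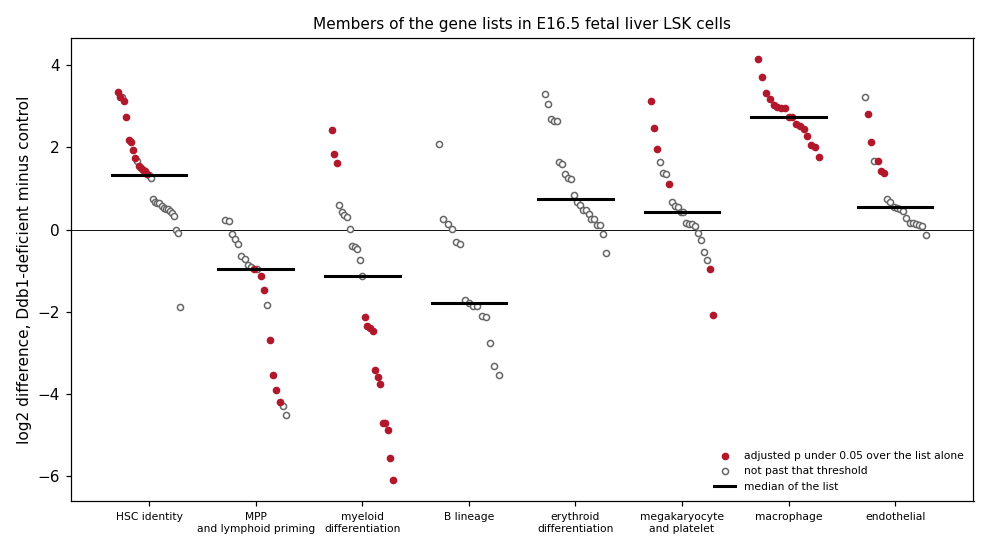
Log2 difference between *Ddb1*-deficient and control LSKs for each measured member of 8 gene lists. Red, adjusted p under 0.05 over the list alone; line, median of the list. No member passed when adjusted over all genes.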

Overall, our data demonstrate that *Ddb1*-deletion leads to cytopenia and neonatal lethality, confirming that *Ddb1* expression is absolutely required for fetal hematopoiesis.

**Figure 2.**
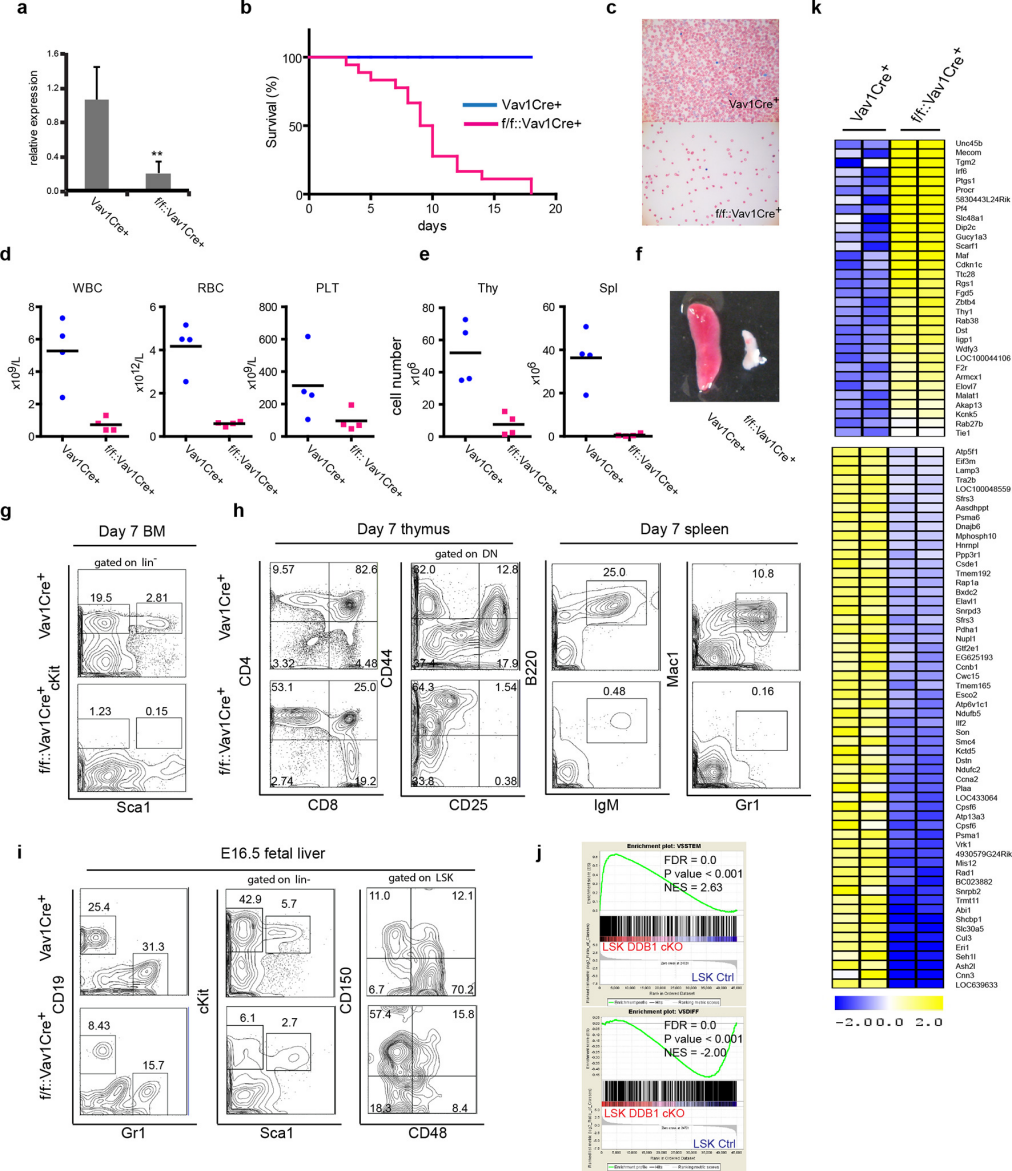
Abrogation of fetal hematopoiesis in *Ddb1^f/f^Vav1Cre*^+^ mice. (**a**) Quantitative PCR of *Ddb1* in control and *Ddb1^f/f^::Vav1Cre^+^* mice. (**b**) Survival curves of control and *Ddb1^f/f^::Vav1Cre^+^* mice (*n* = 18 per group). (**c**) Giemsa staining of peripheral blood smears from 7-day old mice. (**d**) Peripheral blood counts in 7-day old mice (*n* = 4 per group). WBC: white blood cells (p=0.0054). RBC: red blood cells (p=0.0007). PLT: platelets (p=0.10). Black bar indicates average. (**e**) Total cell numbers in thymi (p=0.0050) and spleens (p=0.0016) of 7-day old mice (*n* = 4 per group). Black bar indicates average. (**f**) Representative pictures of spleens from 7-day old mice. (**g**) Representative FACS plots of bone marrow of 7-day old mice. (**h**) Representative FACS plots of thymi and spleens of 7-day old mice. (N=3). (**i**) Representative FACS plots of fetal livers at embryonic day 16.5. (*n*=3) (**j**) Gene set enrichment analysis (GSEA) of gene expression analysis performed on fetal LSKs at embryonic day 16.5. (**k**) Heatmap of gene expression analysis performed on fetal LSKs at embryonic day 16.5. *p<0.05. **p<0.01. ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.07539.004

### Deletion of *Ddb1* in adult hematopoietic cells leads to bone marrow failure

To circumvent the neonatal lethality of *Ddb1^f/f^::Vav1Cre*^+^ mice, we turned to the Mx1Cre strain that can be induced to delete the target gene. In *Ddb1^f/f^::Mx1Cre^+^*mice, *Ddb1* was deleted in hematopoietic compartment of adult mice by injecting polyinosine-polycytidine (polyI:C) to induce interferon α response. The floxed allele of *Ddb1* was recombined efficiently after polyI:C injection in all hematopoietic tissues including the bone marrow (Figure 3a). As a result, the Ddb1 protein was undetectable in polyI:C injected *Ddb1^f/f^::Mx1Cre^+^* bone marrow (Figure 3b). Strikingly, all *Ddb1^f/f^::Mx1Cre^+^* animals died within 3 weeks post *Ddb1* deletion (Figure 3c). To investigate the cause of the lethality, we analyzed *Ddb1* deficient mice 7 days after polyI:C injection. Peripheral blood counts showed that the *Ddb1* loss resulted in significant reduction in the total number of white blood cells and platelets (Figure 3d). No reduction was found in red blood cells, however enucleated red blood cells have a half-life of approximately 40 days suggesting DDB1 deficient mice succumb to hematopoietic failure prior to red blood cell turnover. *Ddb1^f/f^::Mx1Cre^+^* bone marrow hypo-cellularity was evident from histological examination (Figure 3e), which was mostly accounted by cellularity decrease of myeloid lineage (Figure 3f,g). To understand the kinetics of *Ddb1* deletion effects, we analyzed HSC and progenitor cells at different time points after *Ddb1* deletion. cKit+ progenitors (both MP and LSK) were decreased in cell number at day 5 and further more at day 7 (Figure 3h,i). We used the SLAM markers (CD150 and CD48) to further characterize the long-term HSCs (LT-HSC, CD150^+^CD48^-^LSK), short-term HSCs (ST-HSC, CD150^+^CD48^+^LSK) and multipotent progenitors (MPP, CD150^-^CD48^+^LSK) populations. It was found that the frequencies of LT-HSC, ST-HSC and MPP subsets were distorted upon *Ddb1* deletion, as there was a significant relative over-representation of LT-HSCs (Figure 3h), similar to the findings in fetal hematopoiesis. In terms of cell number, MPPs, but not ST- and LT-HSCs, were decreased at day5, which was followed by the decrease of all HSPCs subsets at day7 (Figure 3h). This data suggest that *Ddb1* deletion has a greater impact on proliferative populations, in agreement to the expression analysis presented earlier. Together, these results demonstrate that the deletion of *Ddb1* leads to acute loss of proliferating HSPCs and their downstream progeny, resulting in bone marrow failure and lethality.

**Figure 3.**
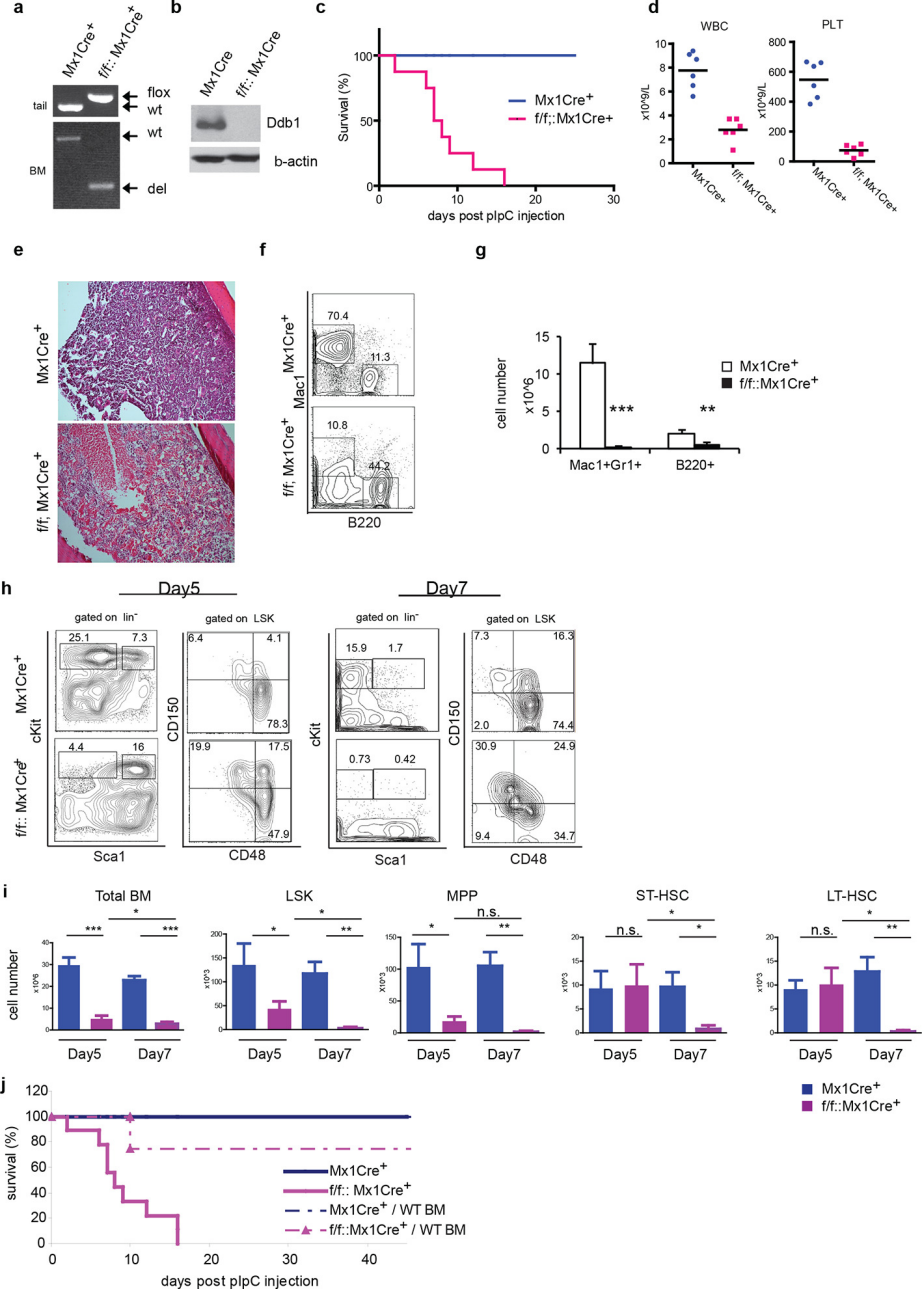
Deletion of *Ddb1* in *Ddb1^f/f^::Mx1Cre*^+^ mice leads to bone marrow failure and acute lethality. (**a**) PCR on genomic DNA from tail or polyI:C injected bone marrow to detect wild type (wt), “floxed” (flox) and recombined (del) alleles of *Ddb1* locus. (**b**) Western blot of bone marrow cells from polyI:C injected animals. (**c**) Survival curve of mice after polyI:C injection (*n* = 8 per group). (**d**) Peripheral blood counts 7 days after polyI:C injection (*n* = 6 per group). (WBC and PLT p=<0.0001). Black bar indicates average. (**e**) H&E staining of tibia sections 7 days after polyI:C injection. (**f**) Representative FACS plots of bone marrow cells. (**g**) Cellularity of bone marrow 7 days after poly:C injection. N=5 per group. (**h**) Representative FACS plots of bone marrow cells after polyI:C injection. (**i**) Cell numbers of total bone marrow and stem and progenitor cell populations in mice after polyI:C injection (*n* = 5 per group). *p<0.05. **p<0.01. ***p<0.001. (**j**) Non-polyI:C injected Ddb1^f/f^::Mx1Cre^+^ mice were lethally irradiated and transplanted with wild type bone marrows. Eight weeks after engraftment, DDB1 deletion was induced by polyI:C injection. Survival of these chimera mice (N= 4 per group) was followed and compared to polyI:C injected Ddb1^f/f^::Mx1Cre^+^ mice. **DOI:** http://dx.doi.org/10.7554/eLife.07539.005

The Cre recombinase under control of the *Mx1* promoter is also expressed in other IFNα-responsive tissues besides hematopoietic cells, including the liver, lungs, and heart (Kuhn et al., 1995), however no gross abnormality was found in *Ddb1^f/f^::Mx1Cre*^+^ mice at the time-point of the analysis (data not shown). To further establish that *Ddb1* deficient mice died of bone marrow failure, we transplanted wild type bone marrow cells into lethally irradiated non-polyI:C injected *Ddb1^f/f^::Mx1Cre*^+^ and control mice. Eight weeks after bone marrow transplant, polyI:C was injected into the transplanted recipient mice to induce Ddb1 deletion. In this case, the majority of chimeric *Ddb1^f/f^::Mx1Cre*^+^ mice survived significantly longer than *Ddb1* deficient mice (Figure 3j), strongly suggesting that the acute lethality observed in polyI:C injected *Ddb1^f/f^::Mx1Cre*^+^ mice is due to bone marrow ablation.

### Ddb1 deficiency impairs differentiation of hematopoietic stem and progenitor cells

Next, we further addressed the function of the DDB1-deleted progenitors and stem cells both in vitro and in vivo Initially, methylcellulose cultures and CFU-S assays were performed to test the differentiation function of DDB1 deficient HSPCs. Strikingly, DDB1 deficient bone marrow cells from polyI:C injected *Ddb1^f/f^::Mx1Cre^+^* animals were not able to form colonies in cytokine-supplemented in vitro culture as well as in spleens of host mice (Figure 4a,b). Identical results were obtained when we deleted *Ddb1* in progenitor cells using a Cre-expressing retrovirus (Figure 4c). These data reveal that *Ddb1* deletion impairs differentiation ability of the HSC and progenitor cells. HSC function is assayed by bone marrow transplantation (BMT). To this end, we transplanted DDB1 deficient bone marrow cells and littermate control cells into lethally irradiated recipient mice. All mice receiving Ddb1 deficient cells died within 3 weeks post BMT while those receiving control cells had a normal life span (Figure 4d), indicating that Ddb1 deficient cells are not able to repopulate the hematopoietic system.

**Figure 4.**
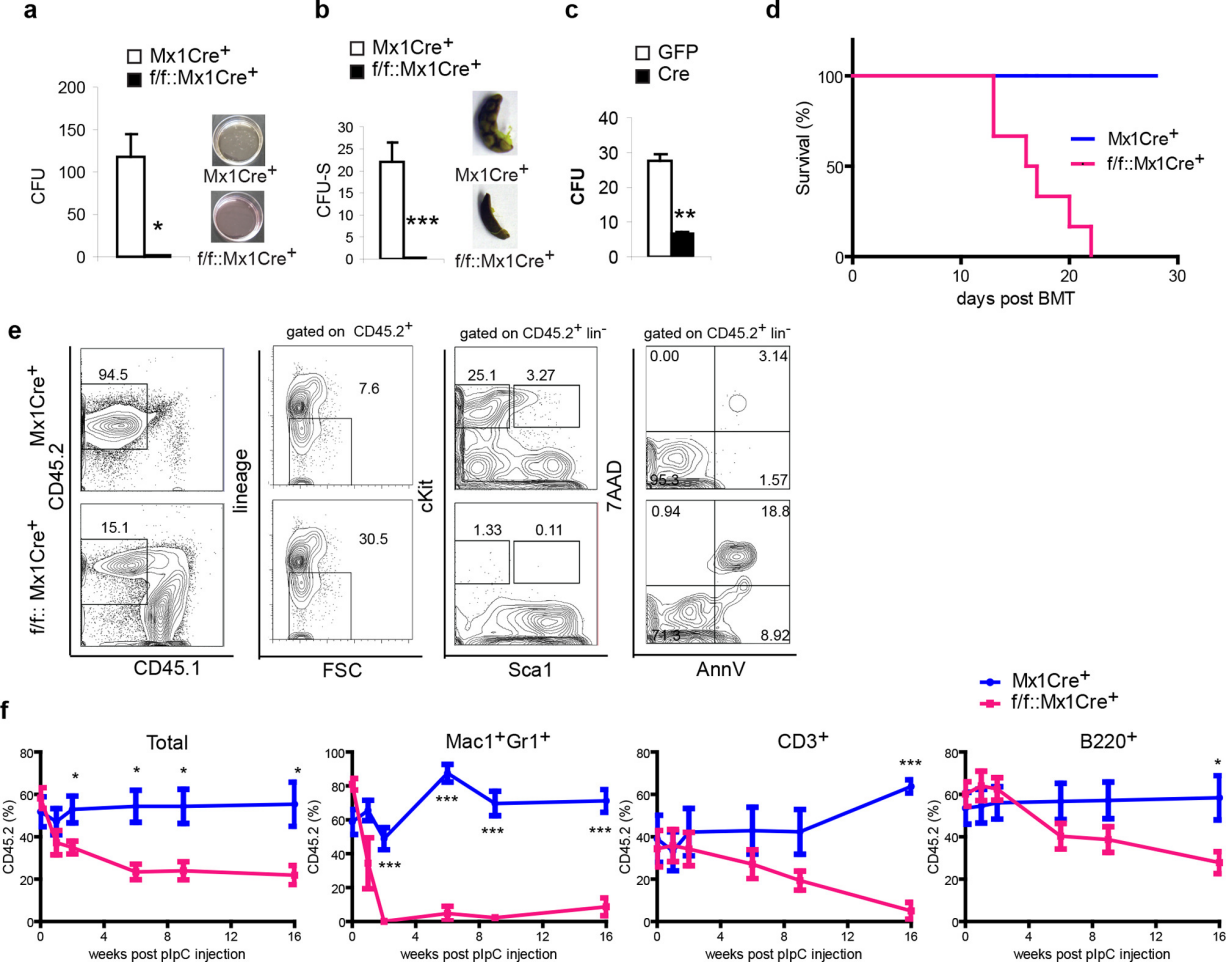
*Ddb1* deletion impairs the differentiation of hematopoietic stem and progenitor cells. (**a**) Colony numbers and representative images from methylcellulose assay with bone marrow cells from polyI:C injected mice. (**b**) Colony numbers and representative images from CFU-S assay with bone marrow cells from polyI:C injected mice. (**c**) Bone marrow progenitor cells of *Ddb1^f/f^::Mx1Cre^+^* mice were infected with retrovirus expressing either control GFP or Cre recombinase. Colony numbers were scored in methylcellulose assays. (**d**) Survival curve of recipient mice after bone marrow transplantation (*n* = 6 per group). Donor cells were from *Ddb1^f/f^::Mx1Cre^+^* or control mice injected with polyI:C. (**e**) Representative FACS plots of bone marrow cells in recipient mice 7 days post *Ddb1* deletion. Donor cells were from non polyI:C injected mice, and *Ddb1* deletion was induced in recipient mice 8 weeks after engraftment. (**f**) Chimerism of peripheral blood in recipient mice (*n*=5 per group). Donor cells were a mixture at 50:50 ratios of wild type CD45.1^+^ cells and *Ddb1^f/f^::Mx1Cre^+^* CD45.2^+^ cells (or control CD45.2^+^ cells). *Ddb1* deletion was induced in recipient mice 8 weeks after engraftment. *p<0.05. **p<0.01. ***p<0.001 **DOI:** http://dx.doi.org/10.7554/eLife.07539.006

To rule out non-cell autonomous effects of *Ddb1* deletion (i.e. effects in HSC niches), we transplanted cells from non-polyI:C injected *Ddb1^f/f^::Mx1Cre^+^*mice into lethally irradiated wild type recipient mice. Eight weeks after engraftment, polyI:C was injected into the recipients to induce the *Ddb1* deletion in hematopoietic cells of the recipients. DDB1-deficient cells (CD45.2^+^) lost representation (Figure 4e). Similar to non-transplant settings, cKit^+^ progenitors and stem cells derived from DDB1 deficient donor cells were significantly reduced and more apoptotic as shown by AnnexinV/7AAD staining (Figure 4e). These results further prove that the effects of *Ddb1* deletion on HSPC are cell-autonomous.

Next, we performed competitive BMT. *Ddb1^f/f^::Mx1Cre*^+^ and control bone marrow cells (CD45.2^+^) were mixed with equal number of wild type counterparts (CD45.1^+^) and transplanted into lethally irradiated recipients. Eight weeks after engraftment, polyI:C was injected into the recipients to induce *Ddb1* deletion. Peripheral blood of the recipients was analyzed at different time points after the *Ddb1* deletion. Control cells maintained CD45.2^+^ chimerism through out the time course of the analysis. However, DDB1-deficinet cells were not able to compete with wild type counterparts (Figure 4f). DDB1-deficient myeloid cells (Mac1^+^Gr1^+^) were significantly reduced compared to wild type cells as early as 2 weeks after the *Ddb1* deletion. DDB1-deficient lymphoid cells (CD3^+^ and B220^+^) were also reduced with slower kinetics (Figure 4f). These data suggest that *Ddb1* deletion specifically targets expanding progenitors and highly proliferating cells inhibiting the stem and progenitor populations to replenish the hematopoietic system.

### *Ddb1* phenotypes are partially dependent on Trp53 pathway activity

To gain further insights into DDB1-mediated mechanisms of action, we examined apoptosis status on whole tibia section by TUNEL analysis. We found that DDB1-deficient bone marrow displayed significant apoptosis (Figure 5a). More specifically, we found that DDB1-deficient progenitors (both LSKs and MPs) were more apoptotic as shown by the AnnexinV staining, but not lineage^+^ cells (Figure 5b). In line with these results, DDB1-deficient progenitor cells had elevated protein levels of phospho-Trp53, the activated form of Trp53. In addition, cyclin-dependent kinase inhibitor 1A (Cdkn1a^Cip1^), a transcription target of Trp53, was accumulated at the protein and mRNA levels (Figure 5c,d). Signs of DNA damage were also observed in Ddb1-deficient LT-, ST-HSCs and MPPs, but not in lineage^+^ cells, as revealed by γH2Ax staining, a marker for double strand DNA breaks as well as by 53BP1 foci (Figure 5e,f). Collectively these results demonstrate that *Ddb1* deletion leads to DNA damage, rapid apoptosis and Trp53 pathway activation in HSPCs.

**Figure 5.**
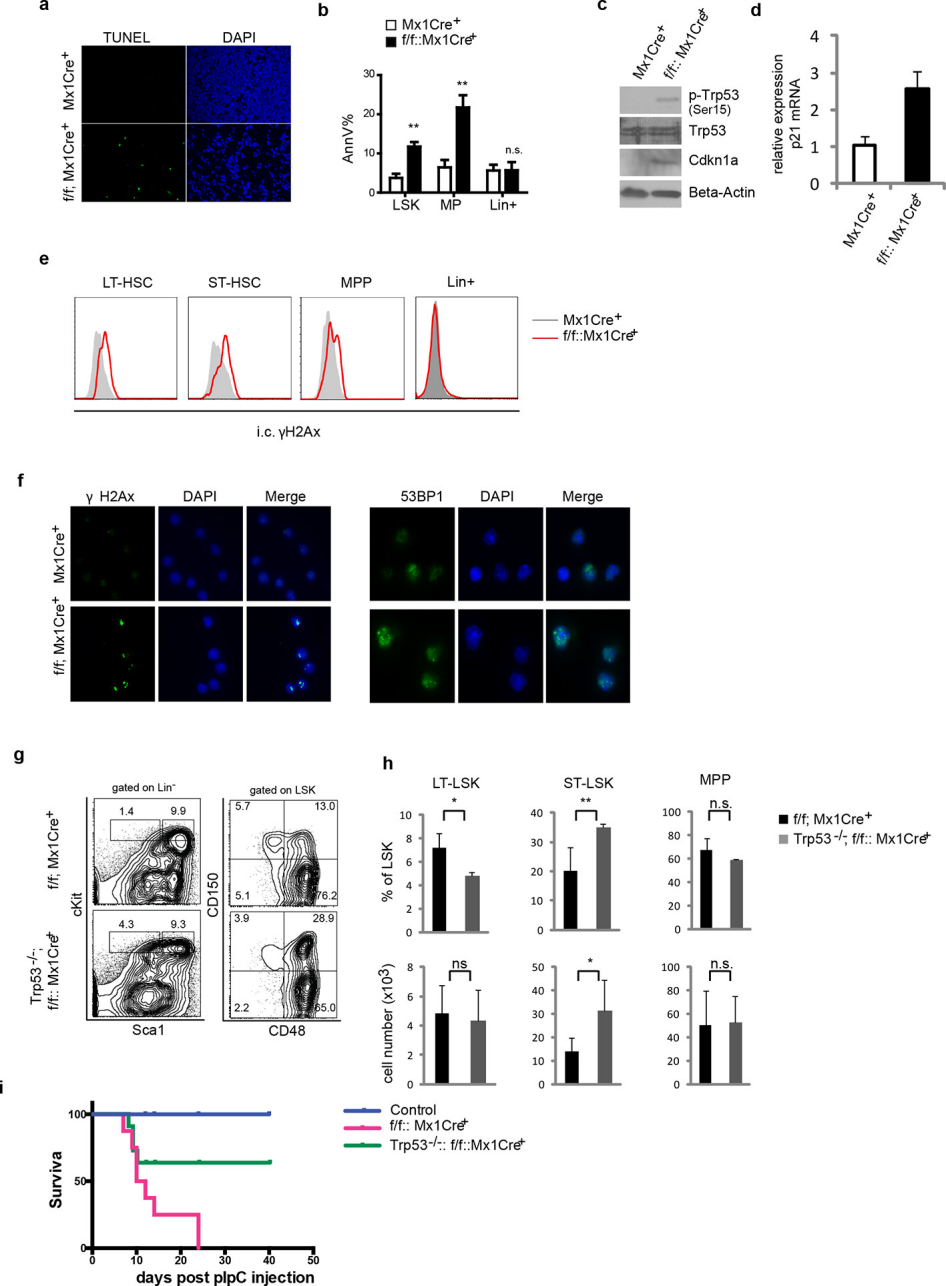
*Ddb1* deletion induces DNA damage and apoptosis in progenitor cells. (**a**) TUNEL staining on tibia sections after polyI:C injection. (**b**) Percentage of AnnexinV+ cells gated on different populations after polyI:C injection. Western blot (**c**) and qPCR (**d**) in lineage negative bone marrows after polyI:C injection. (**e**) Histogram of intracellular γH2Ax staining gated on HSPC sub-populations and lineage positive cells after polyI:C injection. (**f**) Immunofluoresence staining of γH2Ax and 53BP1 on flow-sorted LSK cells after polyI:C injection. (**g**) Representative FACS plots of bone marrow cells 5 days post polyI:C injection. (**h**) Frequency and absolute number of progenitor cells (*n* = 4 per group). One of 2 independent experiments was shown. *p<0.05. **p<0.01. ***p<0.001. n.s. p>0.05. (**i**) Survival curves of control, Trp53^-/-^::Ddb1^f/f^::MxCre^+^ mice, and Ddb1^f/f^::MxCre^+^ mice (*n* = 5 per group, one independent experiment). Age matched littermates on a mixed 129xC57BL/6 background were used for g-i. **DOI:** http://dx.doi.org/10.7554/eLife.07539.007

To access whether *Ddb1* hematopoietic phenotypes were dependent on Trp53 activity, we generated *Trp53^-/-^::Ddb1^f/f^::Mx1Cre^+^* mice and examined stem and progenitor subsets. In the hematopoietic system, Trp53 deletion partially rescued the *Ddb1*^-/-^ phenotype (Figure 5g,h,i). Both the percentage and absolute number of ST-HSC (CD150^+^CD48^+^LSK), but not LT-HSC and MPP, were increased in *Trp53^-/-^::Ddb1^f/f^::Mx1Cre^+^* compared with *Ddb1f/f::Mx1Cre^+^*animals (Figure 5g,h). These results suggest that Trp53 activation takes place in response to Ddb1 deletion but this activation does not account for the full spectrum of the phenotype.

### DDB1 is dispensable for the maintenance of mature T cells

Next, we examined whether the abrogated hematopoiesis resulted from *Ddb1* silencing was specific for stem/progenitor cells. To this end, *Ddb1* was conditionally deleted in mature T cells using the *Cd4Cre^+^* strain. In this mouse model, Cre recombinase expression initiates at the CD4^+^CD8^+^T-lymphocyte stage of development, a population characterized by minimal cell proliferation. DDB1 was efficiently deleted at protein and mRNA levels in total thymocytes (Figure 6a,b). The residual *Ddb1* expression in total thymocytes could be attributed to the existence of DN cells in which the Cre recombinase was not expressed. We then examined T cell profiles in thymi and peripheral lymphoid tissue of *Ddb1^F/F^::Cd4Cre*^+^ mice. We found that these mice had normal thymocyte numbers (Figure 6c), and normal CD4/CD8 cell profiles (Figure 6d), confirming our hypothesis that *Ddb1* deletion in mature/resting T cells did not affect T cell development. To test this hypothesis further, we stimulated peripheral CD4^+^ cells using anti-CD3/CD28 treatment in vitro. When activated, the control T cells entered cell cycle, incorporated BrdU, an analogue of thymidine which is incorporated during DNA synthesis, and underwent several rounds of cell division as shown by the dilution of CFSE labeling. Strikingly, the DDB1 deficient CD4^+^ cells failed to proliferate (Figure 6e). Instead, more AnnexinV positive cells were found in the culture of DDB1-deficient CD4^+^ cells (Figure 6f), suggesting induction of cell death. Furthermore, we labeled anti-CD3/CD28 treated cells with EdU, an alternative of BrdU and easier for detection by immunoflourescence, and found that there were once more significantly fewer cells incorporating EdU when *Ddb1* was deleted (Figure 6g,h), suggesting *Ddb1* deletion interferes with cell cycle progression. Combination of BrdU and DAPI labeling clearly showed that, when stimulated to proliferate, DDB1 deficient resting cells were unable to enter S phase of the cell cycle. Consistent with this result, the Cdkn1a^cip1^ protein, a potent CDK and cell cycle inhibitor, was accumulated in DDB1-deficient cells at the protein level, but not mRNA level (Figure 6i,j). When proteasome-dependent protein degradation was inhibited by MG132, Cdkn1a^cip1^ was significantly accumulated in control cells, however less protein accumulation following proteasome inhibition was seen in DDB1-deficient cells (Figure 6i), demonstrating that Cdkn1a^cip1^ degradation is dependent on DDB1 function. To prove direct interaction, Cdkn1a^cip1^ was co-immunoprecipitated with Cul4 and DDB1 complex (Figure 7a), suggesting that Cdkn1a^cip1^ is indeed a substrate of Cul4a^DDB1^. In contrary, p27^kip1^, another cell cycle inhibitor and suggested DDB1 substrate (Bondar et al., 2006), was not co-immuno-precipitated with the CUL4^DDB1^ complex (Figure 7b). The above observation led us to test the hypothesis whether DDB1-deficiect phenotype in HSPCs can be restored by silencing Cdkn1a^cip^. To this end, *Cdkn1a^-/-^* mice were crossed to *Ddb1^f/f^::Mx1Cre^+^* and polyI:C was administered. We did not observe the restoration of stem or progenitor cell numbers (Figure 7c). Overall, these data demonstrate that DDB1 function is dispensable for resting T-lymphocyte homeostasis but becomes pivotal when cells enter S phase of the cell cycle.

**Figure 6.**
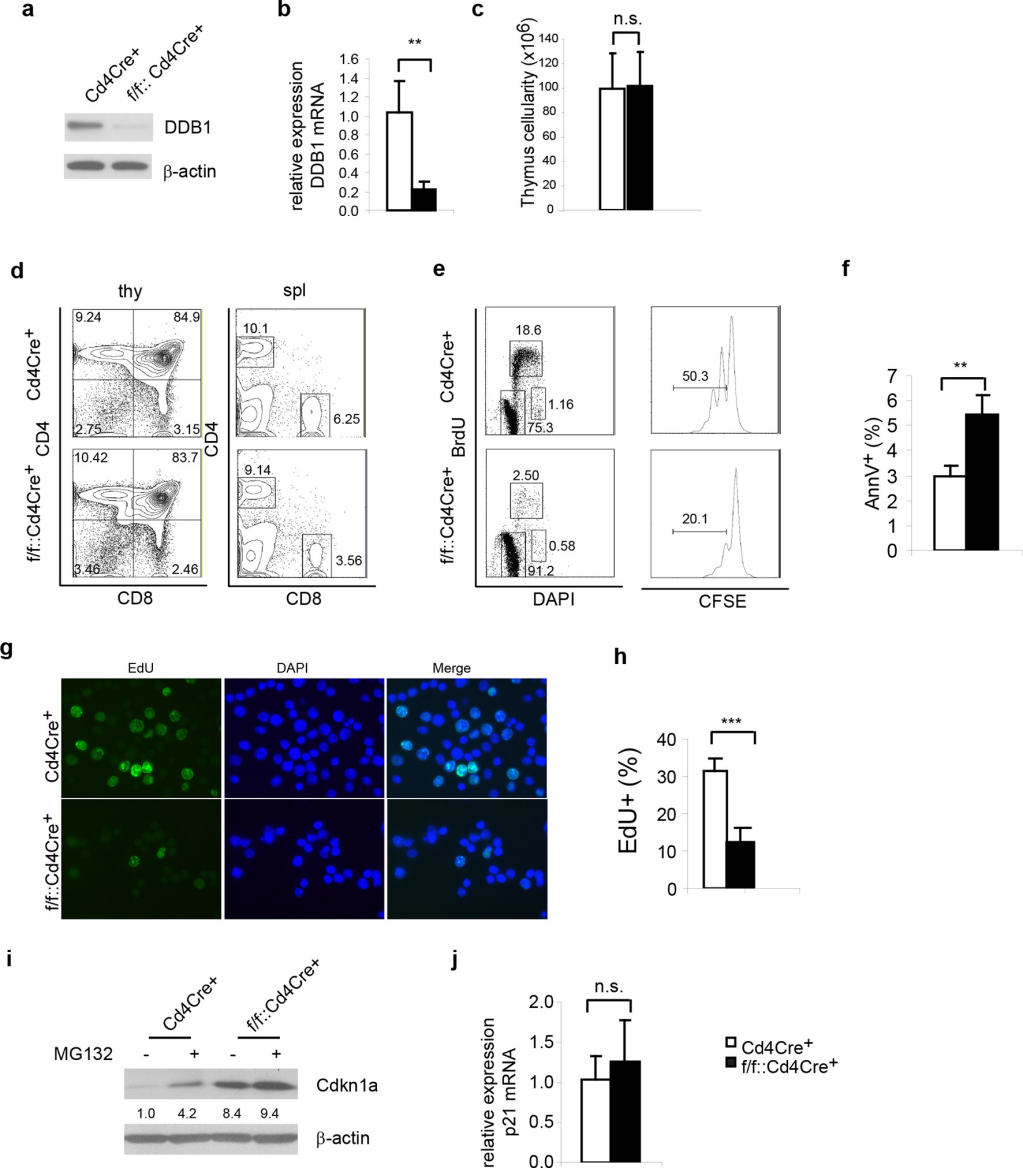
*Ddb1* deletion is dispensable for mature T cells. (**a**) Western blot of DDB1 expression in total thymocytes. (**b**) Relative *Ddb1* mRNA expression in thymocytes. (**c**) Total cell number of thymus of 6-week old mice (*n* = 4). (**d**) Representative FACS plots of thymus and spleen. (**e**) Spleen CD4^+^ cells were sorted and stimulated with 1 μg/ml anti-CD3/CD28 in vitro. BrdU incorporation and CFSE dilution was analyzed. (Anti-CD3/CD28 treated CD4^+^ cells were stained for AnnexinV^+^ by FACS and percentage of AnnexinV^+^ cells was shown. (**f**) Anti-CD3/CD28 treated CD4^+^ cells were stained for AnnexinV^+^ by FACS and percentage of AnnexinV^+^ cells was shown. (**g**) Anti-CD3/CD28 treated CD4^+^ cells were labeled and stained with EdU. (**h**) Percentage of EdU^+^ cells was shown. More than 300 cells were included in each analysis. (**i**) Spleen CD4^+^ cells were treated with 10 μM MG132 for 2 hr and Western blot was performed. Relative Cdkn1a^cip1^ protein levels normalized to β-actin were indicated below the corresponding lanes. (**j**) qPCR was performed on spleen CD4^+^ cell. Representative results of two independent experiments were shown. *p<0.05. **p<0.01. ***p<0.001. n.s. p>0.05. **DOI:** http://dx.doi.org/10.7554/eLife.07539.008

**Figure 7.**
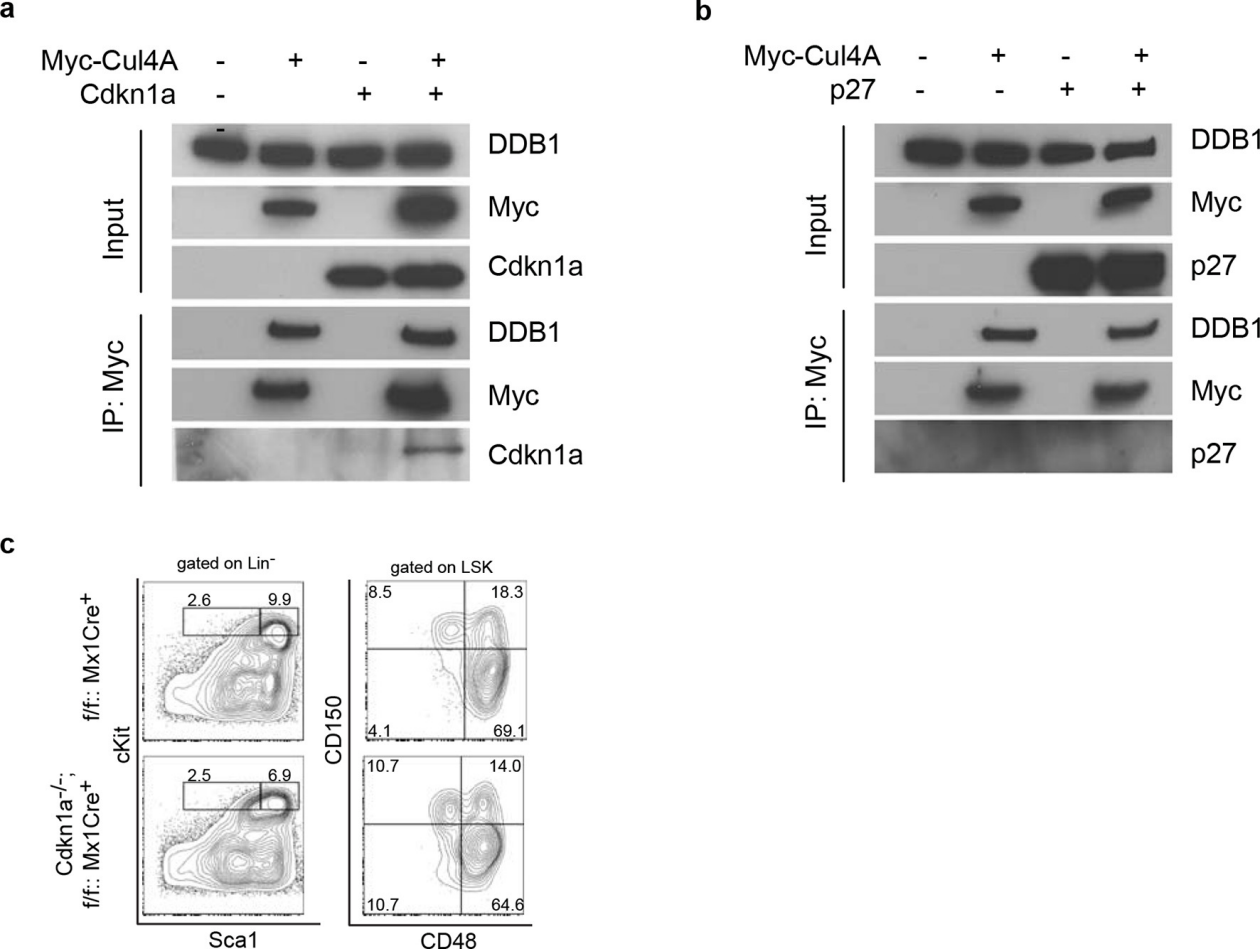
Interaction of Cdkn1a^cip1^ but not p27^kip1^ with the Cul4-DDB1 complex (**a**) 293T cells were transiently co-transfected with plasmids expressing Myc-tagged Cul4a and Cdkn1a^cip1^. Forty-eight hours post transfection, cells were harvested and lysed. Protein lysates were immunoprecipitated with anti-Myc antibody, and Western blotted for Cdkn1a^cip1^ and DDB1. (**b**) Similarly as described in (**a**), p27^kip1^ was tested for co-immunoprecipitation with the Cul4a-DDB1 complex. (**c**) Representative FACS analysis of bone marrows after polyI:C injection. Age matched littermates on a mixed 129xC57BL/6 background were used from 2 independent experiments (*n* = 3–4 per group). **DOI:** http://dx.doi.org/10.7554/eLife.07539.009

### DDB1 is required for embryonic stem cell pluripotency

Due to the striking consequences of loss of DDB1 on the HSPC proliferation and survival, but not on definitive differentiated populations, we sought to determine the effects of *Ddb1* on an additional stem cell population, and more specifically in embryonic stem cells (ESC). ESC are highly proliferative and can differentiate into cell lineages of all three germ layers. We recently reported that pluripotency and differentiation of mouse embryonic stem cells (ESC) are regulated at the post-translational level by the ubiquitin-proteasome systems (UPS). *Ddb1* was identified as one of the regulators essential for ESC self-renewal in a large interference RNA (siRNA) screen against USP members. Depletion of *Ddb1* resulted in loss of ESC self-renewal and pluripotency (Buckley et al., 2012). Here, we further validated the loss-of-function effects of *Ddb1* on ESC using two distinct shRNAs. Consistent with our previous findings, silencing *Ddb1* by shRNAs led to loss of ESC colony morphology (Figure 8a) and down-regulation of pluripotency factors *Nanog* and *Oct4*, and up-regulation of genes associated with mesoderm (*Meox1*), ectoderm (*Gfap*), and endoderm (*Sox17*) early differentiation (Figure 8b,c). However, we did not observe aberrant cell cycle or significant change in rates of apoptosis in these cells (Figure 8d,e). Similar to ESC differentiated in the presence of retinoic acid, total Trp53 protein increased following silencing of *Ddb1* (Figure 8c). These data demonstrate that DDB1 is essential for ESC pluripotency and self-renewal without being accompanied by increased apoptosis or defects in cell cycle kinetics.

**Figure 8.**
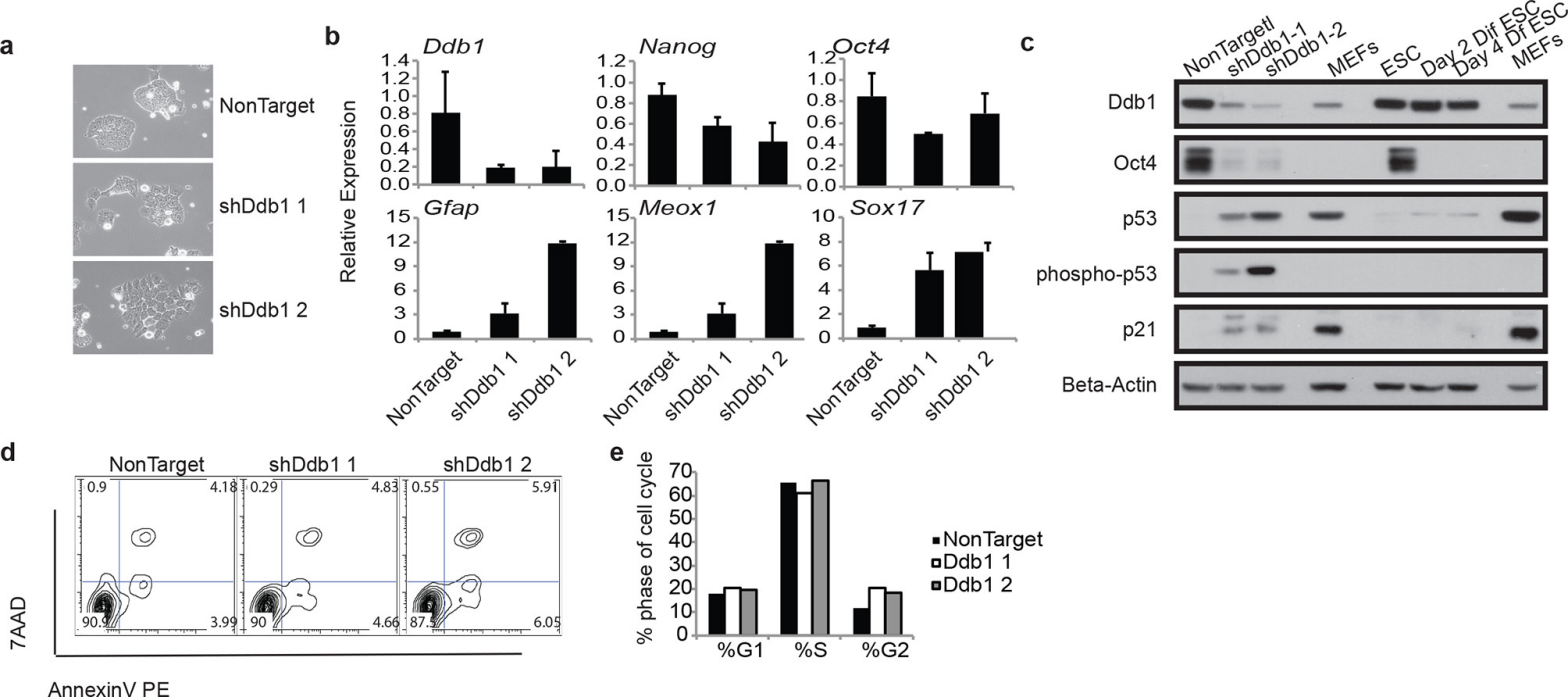
ESC loss of self-renewal after silencing of *Ddb1* (**a**) Bright field picture of ESC colony 4 day post retroviral transfection. (**b**) Relative expression of pluripotency genes Oct4, and Nanog and genes representing endoderm (Sox17), mesoderm (Meox1) and ectoderm (GFAP) by qRT-PCR 4 days post selection. (**c**) Western blot of ESC 4 day post infection or differentiated in the presence of retinoic acid for up to 4 days. (**d**) Representative FACS blot of Annexin V positive cells. (*n*=3) n.s.: p>0.05. (**e**) Representative of cell cycle analysis. (*n*=3) n.s.: p>0.05. **DOI:** http://dx.doi.org/10.7554/eLife.07539.010

### DDB1 interacts with distinct DCAF proteins in a cell type specific manner

The different roles of DDB1 in distinct cell types suggested that cellular contexts are important for DDB1 function. One possibility is that the CUL4-DDB1 complex utilizes distinct DCAFs in different cells. To this end, we sought to identify DDB1-interacting proteins. We identified interacting proteins in three distinct cell types. The different cell types expressed DDB1 protein at similar levels (Figure 9a). First, DDB1-interacting proteins were identified in ESC by targeting DDB1 in tandem with StrepII/Flag tags in the Col1A locus and generating a doxycycline-inducible ESC cell line (Figure 9b,d). We also transiently expressed DDB1 in tandem with HA/Flag tags in 293T cells, and stably transduced DDB1 in tandem with Strep/Flag tags in a promyelocytic leukemia cell line capable of hematopoietic differentiation (HL60) (Figure 9c). Interacting proteins were identified using liquid chromatography-tandem mass spectrometry (LC-MS/MS). We identified 140 proteins in ESC, 110 proteins in 293T, and 128 in HL60 cells (Supplementary file 1). Interestingly very little overlap was found between subsets except CUL4A and proteins that make up the 26S proteasome. Another subset of proteins identified in ESC and 293T analyses were known proteins found in CUL4^DDB1^ complexes (CUL4B, CUL4B, VprBP, DDA1) (Figure 10a,b). Interaction of VprBP and DDB1 was validated in 293T cells (Figure 10d). One subset of proteins that was of importance was the DCAF proteins since they are the substrate recognizing proteins in the CUL4^DDB1^ complex (Lee and Zhou, 2007). In ESC we identified DCAF11, DCAF15, DCAF4, DCAF8, whereas in the hematopoietic cell line HL60 only DCAF7 was identified suggesting that differing complexes between cell types maybe responsible for the loss of DDB1 phenotype in different cell types (Figure 7a,c). To determine the DCAF proteins that responsible for the ESC DDB1-loss phenotype, we performed an RNAi screen targeting 15 known protein-members of the Cul4^DDB1^ complex in ESC. Utilizing a reporter Nanog-GFP cell line as a marker of pluripotency we identified that of the DDB1-interacting DCAF proteins found in ESC silencing of DBA1, VprBP, and DCAF11 led to ESC differentiation (Figure 10e). Furthermore, depletion of DDA1, VprBP, and DCAF11 led to down-regulation of transcripts associated with ESC pluripotency (Figure 10g) and lead to morphology changes consistent with differentiation (Figure 10f). To determine if silencing of these DCAFs (DDA1, VprBP or DCAF11) in HSPC is also able to affect differentiation and/or maintenance, we transduced bone marrow-purified HSPC (LSK) cells with retroviruses expressing shRNAs against the selected DCAF genes. Interestingly, DDA1 silencing had no effect on colony formation in methylcellulose cultures, whereas a mild reduction in colonies was seen when VprBP was silenced. On the other hand, silencing of DCAF11 lead to a significant (greater than 50%) reduction in colony formation (Figure 10h). shRNA silencing was confirmed to be greater than 60% with all shRNAs (Figure 10i). These findings are consistent with the levels of DCAF11 expression in both LSK and Lineage^neg^c-Kit^+^ HSPC (Figure 10j). These findings suggest that different phenotypes in ESC, HSPC, and T-lymphocytes could be attributed to distinct substrate recognition by DDB1-associated DCAFs.

**Figure 9.**
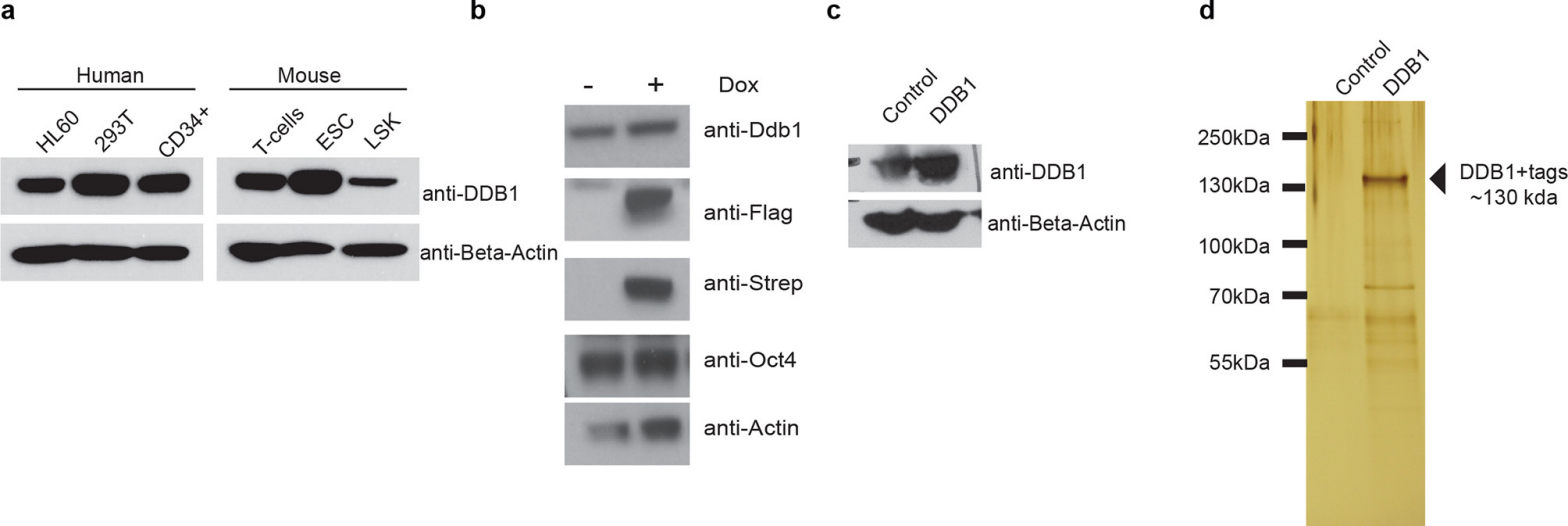
Tagged expression of DDB1 in ESC. (**a**) Western blot of DDB1 in different cell types. (b-c) Western blot of total protein and immunoprecipitated of tagged-DDB1 following Doxycycline induction in ESC (**b**) and HL-60 (****c**). (**d****) Silver staining of eluted tagged protein used for one mass spectrometry experiment in ESC. **DOI:** http://dx.doi.org/10.7554/eLife.07539.011

**Figure 10.**
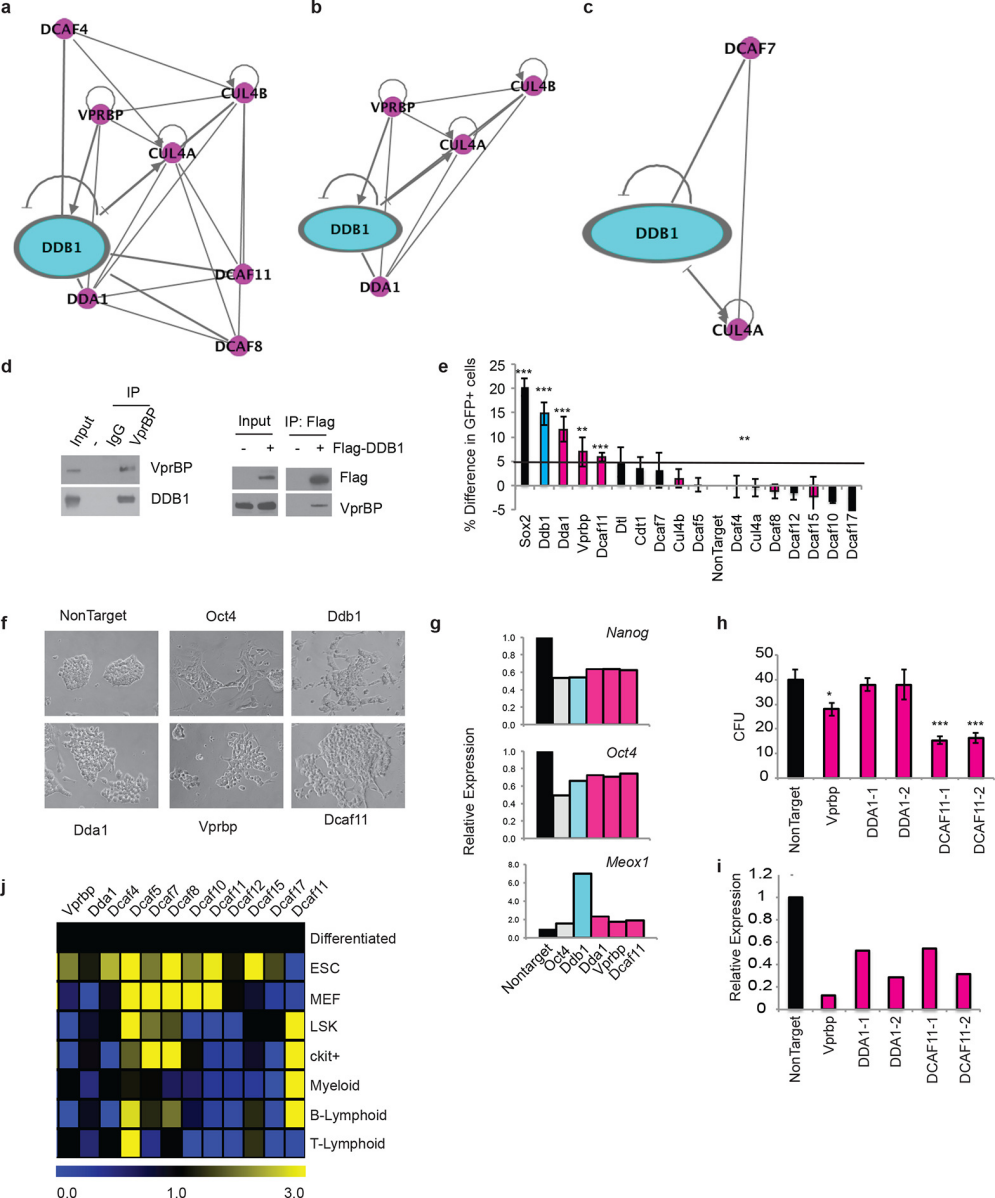
DDB1 interacts with VprBP and DCAF11 in ESC and are required for ESC self-renewal. (**a-c**) Ingenuity generated network of protein interactions of CUL4-DDB1 complex in (**a**) ESC, (**b**) 293T, and (**c**) HL-60. pink; DDB1 associated proteins (**d**) (left) immunprecipitation in 293T of endogenous VprBP protein followed by blotting for DDB1. (right) Transfection of Flag-DDB1 in 293T followed by immunopercipitation. (e-g) Nanog-GFP ES cells were transfected with pools of siRNAs under conditions of self-renewal and analyzed by FACS 72 hrs post-transfcetion. (**e**) Nanog-GFP expression. (*n*=3) (pink= proteins identified in ESC mass spectrometry analysis; blue=DDB1) (**f**) Bright field images of ESC colonies. (**g**) Representative experiment of relative expression of *Nanog, Oct4*, and *Meox1*. (*n*=3) (**h**) colony-forming units of LSK transduced with shRNAs. (**i**) Representative experiment of relative expression of following shRNA silencing. (**j**) Quantitative PCR of DCAFs in ESC and hematopoietic populations. (Differentiated= ESC differentiated for 48 hrs with retinoic acid). *p<0.05. **p<0.01. ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.07539.012

## Discussion

In this study we identify *Ddb1* as a critical regulator of stem cell homeostasis both in embryonic pluripotent and hematopoietic stem cells. Conditional ablation of *Ddb1* in adult and fetal HSPCs, using the Mx1Cre and Vav1Cre strains respectively, led to a complete loss of progenitors and stem cells, cytopenia, and acute lethality. Furthermore, increased levels of apoptosis and DNA damages were associated with acute *Ddb1* inactivation in HSPCs, suggesting that *Ddb1* regulates a wide range of cellular functions essential for the maintenance of hematopoiesis. Strikingly, inactivation of *Ddb1* in resting lymphocytes (using the CD4Cre strain) had no significant effects. Whereas, silencing DDB1 in embryonic stem cells leads to loss of pluripotency and self-renewal devoid of alterations in cell cycle or cell survival. These observations demonstrate that Ddb1 is essential for stem cell self-renewal and differentiation in both HSPC and ESC. Previous studies demonstrate that the mechanism of CUL4-DDB1 differs depending on the cell type (Bondar et al., 2006; Cang et al., 2006; Tardat et al., 2010; Kronke et al., 2014). Our studies suggest that Ddb1 deletion affects hematopoietic progenitors by triggering DNA damage and Trp53 response, leading to the rapid induction of apoptosis. Knockdown of DDB1 in ESC by shRNA is not as efficient as Cre- mediated genetic deletion. However, the DDB1 knockdown clearly is sufficient to affect ES cell pluripotency and lead to differentiation (with no effects on apoptosis). At the same time, when DDB1 was silenced (by the same shRNAs) in 293T cells these cells underwent rapid apoptosis, even if the knockdown was not 100% (data not shown). Similarly, silencing of DDB1 in Lineage^neg^c-Kit^+^ progenitors also lead to cell death and absence of colony formation in CFU assays (data not shown). Additionally, deleting DDB1 in the early embryo is lethal, however the embryos survive till around E12.5 far past the point of the proliferation of the inner cell mass, suggesting proliferation and differentiation during early embryogenesis could be DDB1-independent (Cang et al., 2006).

*Ddb1* shows an intriguing pattern of expression during hematopoiesis. It is one of the highest expressed genes in the multipotent progenitor (MPP) fraction, and is induced as the quiescent HSCs differentiate. It is expressed in all progenitor populations with the highest levels in progenitors of T cells. Several substrates of CUL4-DDB1 complex have been reported. Interestingly, it appears that there is tissue specificity for the various CUL4-DDB1 substrates. CDT1 and p27^Kip1^ appear to be targeted by the complex in both brain and fibroblasts (Bondar et al., 2006; Cang et al., 2006). c-JUN and Cdkn1a^cip1^ are degraded by the CUL4-DDB1 complex in skin cells (Cang et al., 2007). More recently, PR-set7, a methyltransferase regulating replication origins, was found to be also a substrate for the CUL4-DDB1 ligase (Tardat et al., 2010). Ddb1 deletion resulted in accumulation of the Cdkn1a^cip1^, a CDK and cell cycle inhibitor, protein in bone marrow progenitor populations and T lymphocytes. On the other hand, we failed to demonstrate p27^kip1^ stabilization in Ddb1-deleted hematopoietic cells (data not shown). Moreover, there was no detectable interaction between p27^kip1^ and the CUL4-DDB1 complex. In addition, we failed to detect in *Ddb1*-deleted progenitor cells accumulation of CDT1, a licensing factor of DNA replication (Hu et al., 2004), or PR-set7 (Tardat et al., 2010). However, co-silencing *Cdkn1a* with *Ddb1* did not rescue HSPC homeostasis, which suggests it is unlikely that DDB1 exerts its function solely by regulating Cdkn1a^cip1^ turnover in HSPC. Indeed DNA damage and acute induction of cell death were observed upon *Ddb1* deletion. Trp53 pathway silencing partially restored HSPC cell number in *Ddb1*-deleted animals. It is likely that DDB1 controls a broader spectrum of cellular functions, through its interaction with additional novel protein substrates and the proteasome itself (data not shown). However, it should be noted that mice with mixed background were used for Trp53 and Cdkn1a rescue experiments. The phenotype could be strain-dependent due to variation in MHC alleles. More conclusive results would require crossing mice into pure background.

There are findings suggesting that DDB1 can exert its function independent of CUL4A/B (Lv et al., 2010). However, DDB1 mainly functions as an adapter protein for the CUL4-DDB1 complex. The specificity of the complex comes from the DCAF family of proteins that recognize specific substrates. Expression of DCAF proteins is cell-type specific and as we have shown pluripotent and adult stem cell populations vary in expression. Mass spectrometry analysis of DDB1 interacting proteins in ESC, 293T, and HL60 cell lines demonstrate differential binding to specific DCAF proteins suggesting different substrates in these different cellular contents that may correlate with the different phenotypes. Some of the previous identified substrates have been associated with cell cycle control and DNA damage, however Kronke et al. demonstrates that two lymphoid transcription factors (IKZF1 and IKZF3) are also targeted for degradation by CUL4-DDB1 complexes utilizing CRBN, a member of the DCAF family, as the substrate recognizing protein of the complex (Kronke et al., 2014). Although in our mass spectrometry analysis we did not identify CRBN as an interacting partner, we found in hematopoietic (primitive myeloid) cells that DCAF7 interacted with the CUL4-DDB1 complex whereas Vprbp and DCAF11 were found to interact with DDB1 and silencing in ESC mimicked the loss of DDB1 phenotype. Interestingly, in multiple myeloma cells treatment with lenalidomide increased ubiquitination and subsequent degradation of IKZF1 and IKZF3, demonstrating that small molecules can modulate the CUL4-DDB1-DCAF complex.

## Materials and methods

### Animals

*Ddb1^f/^*^f^ mice and their genotyping were previously reported (Long et al., 2001; Zhang et al., 2001). *Ddb1f/f::Mx1Cre*^+^ animals were on C57BL/6 background, and were injected with 10 μg polyI:C per gram of body weight every two days for total two or three injections and analyzed 3 days from last injection depending on the experiments. For mice transplanted with *Ddb1f/f::Mx1Cre*^+^ bone marrow, host mice got three polyI:C injections every two days. *Ddb1^f/f^CD4Cre*^+^ mice were analyzed at 4–6 weeks of age. Trp53^-/-^ and Cdkn1a^cip-/-^ were purchased from Jackson Laboratory and on a mixed 129xC57BL/6 background, and crossed with Ddb1^f/f^::MxCre^+^ to obtain Trp53^-/-^::Ddb1^f/f^::MxCre^+^ and Cdkn1a^cip-/-^::Ddb1^f/f^::MxCre^+^ mice respectively. Thus generated double knockout mice and littermates were on a mixed 129xC57BL/6background). All animal experiments were done in accordance to the guidelines of the NYU School of Medicine. The breeding schemes for Trp53^-/-^::Ddb1^f/f^::MxCre^+^ double knockout mice were as follows:

F1xF1: Trp53^+/-^::Ddb1^f/+^::MxCre^+^**x** Trp53^+/-^::Ddb1^f/+^::MxCre^-^

F2xF2: Trp53^+/-^::Ddb1^f/f^::MxCre^+^**x** Trp53^+/-^::Ddb1^f/f^::MxCre^-^

F3: Trp53^-/-^::Ddb1^f/f^::MxCre^+^, or Trp53^+/+^::Ddb1^f/f^::MxCre^+^

Littermates were selected for experiments. The breeding schemes for obtaining Cdkn1a^-/-^:Ddb1^f/f^::MxCre^+^ double knockout mice were similar as above.

### Antibodies and FACS analysis

Antibody staining and FACS analysis was performed as previously described (Aifantis et al., 1999). All antibodies were purchased from BD-Pharmingen or e-Bioscience. We used the following antibodies: c-kit (2B8), Sca-1 (D7), Mac-1 (M1/70), Gr-1 (RB6-8C5), NK1.1 (PK136), TER-119, CD3 (145-2C11), CD19 (1D3), CD4 (RM4-5), CD4 (H129.19), CD8 (53–6.7), CD25 (PC61), CD44 (IM7), CD45.1 (A20), CD45.2 (104), CD150 (9D1), CD48 (HM481), AnnexinV, 7-AAD. Bone marrow lineage antibody cocktail includes: Mac-1, Gr-1, NK1.1, TER-119, CD3, CD19. For DAPI staining, briefly, the cells were first treated with Fix and Perm reagents according to manufacturer’s instruction (Invitrogen), then resuspended in PBS with 5 μg/ml RNaseA and 2 μg/ml DAPI. γH2Ax staining, TUNEL analysis (Millipore) and BrdU staining (BD Pharmingen) were performed according to manufacturer’s instruction respectively. The following antibodies were used for Western blot analysis: Ddb1 (Invitrogen), Cdkn1a (C-19) (Santa Cruz) and phospho-Trp53 (Ser15) (Cell signaling) and β-actin (Millipore). DCAF1 antibody was previously described (McCall et al., 2008).

### RT-PCR

Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen) and cDNA was synthesized using the SuperScript First-Strand Kit (Invitrogen). Quantitative PCR was performed using iQ SYBR Green Supermix and an iCycler (Bio-Rad) using the primer sequences (Tm=60°C used for all primers).

### Methylcellulose assay and bone marrow transplantation

Total bone marrow from polyI:C injected *Ddb1f/f::Mx1Cre^+^* or control mice were plated in duplicate (200,000 cells/35mm dish) into cytokine-supplemented methylcellulose medium (MethoCult 3434, Stem Cell Technologies), and the number and morphology of colonies were scored 7 days later. Alternatively, lineage negative bone marrow cells were isolated by using EasySep Kit (StemCell Technology), and infected with retrovirus expressing pMig-IRES-GFP or pMig-Cre-GFP (see below). Similarly for shRNA infection, Ckit+ enriched bone marrow cells (Automacs technology) where transduced with pLMP-Renilla, pLMP-VprBP, pLMP-DCAF11 or pLMP-DDA1). Forty-eight hours post infection, Lineage^-^GFP^+^ cells were sorted and 4,000 cells were plated in methylcellulose. For CFU-S assay, 100,000 bone marrow cells were injected into lethally irradiated (960 cGy) host mice (n=5 per group). Spleens were taken at day 8 and fixed in Bouin’s solution overnight and colonies were counted. For bone marrow transplantation, 2×10^5^ bone marrow cells were transplanted by retro-orbital i.v. injections into lethally irradiated (960 cGy) BL6SJL recipient mice.

### Microarray and gene set enrichment analysis

Duplicate of each sample was used. Three mice were pooled from each genotype for the DN3 microarray experiment. Microarray analysis was performed as previously described (Gao et al., 2009). Briefly, freshly isolated cells were sorted by surface marker expression, and total RNA was extracted using the RNeasy kit (QIAGEN, CA). In order to generate sufficient sample quantities for oligonucleotide gene chip hybridization experiments, we used the GeneChip Two-Cycle cDNA Synthesis Kit (Affymetrix, San Jose, CA) for cRNA amplification and labeling. The amplified cRNA was labeled and hybridized to the MOE430 Plus 2 oligonucleotide arrays (Affymetrix). The Affymetrix gene expression profiling data was normalized using the previously published Robust Multi-array Average (RMA) algorithm using the GeneSpring 7 software (Agilent, Palo Alto, CA). The gene expression intensity presentation was generated with MeV software (http://www.tm4.org). Microarray data were deposited under the GEO database with the accession number (GSE70658). Gene set enrichment analysis was performed using Gene Set Enrichment Analysis software (Mootha et al., 2003; Subramanian et al., 2007) (http://www.broadinstitute.org/gsea) using gene set as permutation type, 1,000 permutations and log2 ratio of classes as metric for ranking genes. The ‘stem’ and ‘diff’ gene set was from publication (Ng et al., 2009). Other gene sets used in the analysis were taken from gene sets already present in the MSig database of the Broad Institute.

### ESC culture and siRNA

ESC were cultured and transfected with siRNA as previously described (Buckley et al., 2012). Human DDB1 cDNA in tandem with StrepII/Flag tags were cloned into pBS31 cloning vector (Hochedlinger et al., 2005; Beard et al., 2006). Plasmid (pBS31-N-SF-DDB1) was then nucleoporatated (Amaxa) along with FlpE plasmid into KH2 ESC. ESCs were selected with hygromycin for 10 days. Expression of tagged protein was confirmed by western blot following treatment with doxyclyine for 3 days.

### Mass spectrometry of purified tagged proteins

293T cells were transfected with pCDNA-HA-Flag-DDB1 or pCDNA-HA-Flag. 48 hr post transfection cells were treated with 10 μM MG132 for 4 hrs prior to collection of cells. HL-60 were transduced with pMIG-N-SF-DDB1 and selected with puromycin for 5 days 48 hrs following transduction. pBS31-N-SF-DDB1 or pBS31-N-SF targeted ESCs were induced with 2 μM doxycycline (Sigma) for 3 days and cells were then treated with 10μM MG132 (Peptides International) for 2 hrs prior to collection of the cells. Cell pellets were resuspended in Lysis Buffer (100 mM Tris-HCl pH7.5, 150 mM NaCl, 1% Triton-X100, 1 mM EDTA, 2 mM MgCl_2_, and supplemented with Complete Mini protease inhibitors (Roche), and 10 mM N-elthylmaleimide (Sigma). Tagged proteins were bound to StrepTactin macroprep beads (IBA), and eluted per manufactuers instructions. Peptides were digested with trypsin and analyzed by LC-MS/MS. The MS/MS spectra were searched against NCBI database using a local MASCOT search engine (V.2.3).

### Statistical analysis

The means of each data set were analyzed using the Student’s t test, with a two-tailed distribution and assuming equal sample variance.

## Additional files

Supplementary file 1. DDB1 interacting proteins in ESC, 293T, and HL60 cells. Mass spectrometry results for DDB1 interacting proteins in 3 different cell types, ESC, 293T, and HL60. Columns **A**) accession number either swiss-prot or ncbi; **B**) protein molecular weight; **C**) Gene Symbol; **D**) Gene name; **E**) # of peptides in control; and **F**) # of proteins in DDB1. **DOI:** http://dx.doi.org/10.7554/eLife.07539.013

### Major datasets

The following datasets were generated:

Gao J, Buckley S, Song G, Mullighan CG, Cang Y, Goff SP, Aifantis I,2015,The E3 ubiquitin ligase DDB1 controls homeostasis of hematopoietic stem and progenitor cells,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70658,Publicly available at the NCBI Gene Expression Omnibus (Accession no: GSE70658).

How the deposited data were processed for this re-analysis (not part of the article)

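Gene expression was measured in LSK cells of fetal livers at embryonic day 16.5 on 4 Affymetrix Mouse430_2 arrays, 2 from control and 2 from *Ddb1*-deficient embryos, 1 array per sample. The methods name the array MOE430 Plus 2. Samples were grouped by their labels, which give the controls as floxed embryos without Cre, while Figure 2k heads them Vav1Cre+. Whether a sample holds 1 embryo or a pool is not stated for LSK cells. The authors amplified 20 ng of RNA in 2 cycles and normalized the arrays by RMA in GeneSpring.

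The deposited table holds, for each of 45101 probe sets, the authors' RMA intensity on a linear scale. Beside these stand columns on the log2 scale, which the authors set relative to the mean of the 2 control arrays, and the deposited series matrix holds the same log2 values. A second deposited table lists 2229 probe sets with the authors' unadjusted p-value of an unpaired t-test. The authors' fold change in that table is a ratio of at least 1.33, with its direction in a separate column. It also repeats 8 columns of sample values, which were not used.

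The log2 of the linear RMA intensity was used throughout. The 64 control probe sets were left out, which leaves 45037 probe sets. Of these 37463 carry 1 gene name, 1460 several and 6114 none. Gene names were updated with a table of current and former mouse gene names, which matched 34158 probe sets and renamed 4650. Each of 20656 genes was represented by the named probe set with the highest mean over the 4 arrays. The median log2 intensities of the arrays were 2.026 and 2.046 (control) and 2.072 and 2.085 (*Ddb1*-deficient), so that a gene near log2 2.08 or below is dim. Pearson's r across probe sets was 0.970 between the control arrays and 0.940 between the *Ddb1*-deficient arrays. Probe sets of a gene are not independent replicates. The number of arrays limits precision.

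Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a block, and with p-values adjusted by Benjamini-Hochberg over the 20656 genes. A gene was called at an adjusted p under 0.05. The fit leaves 2 residual degrees of freedom, and the prior that eBayes estimated adds 1.96. Of 29 gene lists, each was counted past the threshold over all genes and when adjusted over the list alone, and tested by camera with a preset correlation of 0.01, with Benjamini-Hochberg over the 29 lists. Camera was repeated with an estimated correlation. Fry, also of limma, tests whether the members of a list move, on balance, one way, without comparing them with other genes. Enrichment by permuting genes 1000 times over the log2 ratio of the groups was run with fgsea 1.28.0. The lists cover HSC identity (with and without the genes that the study names), multipotent and lymphoid-primed progenitors, myeloid, erythroid, megakaryocyte, B, T and mast cells, macrophages, endothelial cells, hepatoblasts, stroma, DNA replication, G2/M, CDK inhibitors, Trp53 targets, apoptosis, DNA damage, the CUL4-DDB1 complex and its substrates, the proteasome, splicing, oxidative phosphorylation, ribosomal proteins, interferon response, immediate early genes, sex-linked genes and the ligases of Figure 1a.

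Genes named in the text follow a rule: the genes that the paper names beside these arrays, beside Figure 1a or as readouts of Trp53; the 10 largest rises and the 10 largest falls with separate arrays, a mean in the higher group above the median and a gene symbol that is not a clone name; and from each list up to 4 members with the largest change among those past the threshold, or 2 where none passed. Since no gene passed, the largest rises and falls are those with an unadjusted p under 0.05. The rule for the lists that lie outside the paper's claim and are described as results for a closer look was set after the list tests were seen: camera above the other genes at an adjusted p under 0.05 and at least 1 member higher when adjusted over the list alone. Members that pass when adjusted over their list alone are named too, chosen after their values were seen. The tally of Figure 2k uses 88 labels read from the figure.

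The alternatives were the methods' test (two-tailed, equal variance), adjusted and unadjusted; eBayes with trend and robust; the replicate number as a block; a log2 difference of at least 1; an adjusted p under 0.1; only probe sets above the median; the mean of all probe sets of a gene; no _x_at or _s_at probe sets; every probe set; the series matrix values; arrays centred on their median; quantile normalization again; and each array left out. Added after the values were seen were limma at an unadjusted p under 0.05, the thresholds shown by the authors' second table, and a shorter HSC identity list without members of the endothelial, megakaryocyte or macrophage lists. For the ligases the alternatives were the median over probe sets, a rank over genes, each control array alone and the mean of all 4 arrays.

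The fit was tested on simulated data of the same size, with 50 genes changed by each of log2 1, 2, 3 and 4. With variances drawn from the fitted prior limma recovered 0, 0, 15 and 24 of 50 after adjustment, with 0 false calls, and 42, 46, 50 and 48 at an unadjusted p under 0.05. At that unadjusted threshold limma also called 1020 unchanged genes (4.99%). A first simulation gave each gene its moderated variance and recovered 0, 12, 32 and 43, with 2 false calls; the other was added after its output was seen. The methods' test recovered 0 after adjustment in both. Camera with the preset correlation called 20 of 20 shifted lists and 0 of 100 unchanged ones, and with an estimated correlation 0 of 20 and 0 of 100. The simulated genes were independent, so that these counts carry no correlation between genes.

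RNA quality was checked on the control probe sets. The 3′ minus 5′ log2 difference was 3.62 and 4.00 (control) and 3.55 and 3.61 (*Ddb1*-deficient) for *Gapdh*, and 0.24, 0.24, 0.26 and 0.51 in the same order for *Actb*. For the transferrin receptor it was -0.41 and -0.80 (control) and -0.90 and -0.95 (*Ddb1*-deficient). Of the hybridization controls, bioB was at a mean log2 of 10.43 and 10.46 on the control and 10.95 and 11.17 on the *Ddb1*-deficient arrays, and bioC at 11.07 and 11.06 and at 11.57 and 11.71. The brighter controls differed less between the groups, by log2 0.20 and 0.41 for the BioDn and 0.04 and 0.08 for the r2-Ec-bioD probe sets, and by -0.03 to -0.00 for the cre probe sets. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, the R tables with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9. Raw probe intensities were not available, so that RMA was not repeated. The other experiments of the paper have no files here and were left out.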

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

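The tests that weigh explanations in this part were chosen only after the results were seen, while the list tests were planned. Macrophage genes were higher in the *Ddb1*-deficient LSKs by a median log2 difference of 2.75, with 17 of 17 markers higher when adjusted over the list alone and 0 over all genes, and a camera adjusted p of 3.88e-21 (p = 0.237 with an estimated correlation). *C1qa* was at a log2 intensity of 7.15 ± 0.26 against 3.00 ± 0.39 and *Spic* at 8.32 ± 1.23 against 4.61 ± 0.35 (mean ± SD, n = 2 arrays each). The abundant markers were high in the controls already: *Cd5l* was at 9.09 and 9.84 on the control arrays and at 11.85 and 12.21 on the *Ddb1*-deficient arrays, and *C1qb* at 9.29 and 9.92 and at 11.70 and 12.05. The paper's text and Figure 2k name none of these 17 genes.

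Endothelial genes were higher by a median of 0.55, with 5 of 20 (*Stab1*, *Cdh5*, *Stab2*, *Sox18* and *Emcn*) higher when adjusted over the list alone and 0 over all genes, and a camera adjusted p of 8.63e-07 (p = 0.215 with an estimated correlation). *Stab1* was at a log2 intensity of 5.11 ± 0.03 against 2.29 ± 0.07 (n = 2 arrays each). Hepatoblast genes were higher by a median of 0.45 (21 genes), with *Trf* higher (2.89) and *Hnf4a* lower (-2.64, 1 of its 4 probe sets going the other way, and 0.08 without _x_at and _s_at probe sets) when adjusted over the list alone, 0 over all genes, and a camera adjusted p of 0.00361 (p = 0.406 with an estimated correlation). Interferon response genes were higher by a median of 0.54 (27 genes), with *Iigp1* (3.04) differing most and *Rsad2* (2.34) past the threshold when adjusted over the list alone, 0 over all genes, and a camera adjusted p of 0.000845 (p = 0.399 with an estimated correlation). The paper's text discusses none of these 4 lists, although Figure 2k labels *Iigp1* of the interferon list and *Tie1* of the endothelial list, both as higher.

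The macrophage pattern was weighed first. A lower share of LSK cells that raises every other cell type alike is argued against, since 54 myeloid, mast cell, T and B lineage genes measured above the median had a median log2 difference of -1.17 (quartiles -2.38 and 0.11) against 2.75 (2.44 and 3.04) for the macrophage genes, although progenitors express some of those 54 themselves. More macrophages or macrophage RNA in the *Ddb1*-deficient sorts stays open: 1 source moves all its genes together, and between the 2 control arrays 17 of 17 markers were higher on array 2 (median 0.56, quartiles 0.38 and 0.86), against 17 of 31 HSC identity genes. Between the 2 *Ddb1*-deficient arrays 13 of the 17 markers were higher on array 2 (median 0.32), against 14 of 31 HSC identity genes. The sort depletes lineage-positive cells, and the paper's cocktail, stated for bone marrow, holds Mac-1 and TER-119. An effect of *Ddb1* loss on these genes within LSK cells was not tested.

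The higher HSC identity genes were weighed next. Dim probe sets as the whole source are argued against, since among genes whose control mean lies above the median 22 members had a median log2 difference of 1.29 (quartiles 0.48 and 1.64) and a camera adjusted p of 5.02e-10 with the preset correlation, or 0.64 and 7.9e-06 for the 17 that the study does not name; over the other settings the adjusted p of the list ranged from 4.31e-16 to 0.215. Endothelial cells in the sorts cannot be told apart from a change in HSC genes: 16 endothelial markers outside the HSC list had a median log2 difference of 0.50 (quartiles 0.15 and 1.38) against 1.33 (0.52 and 1.85) for 27 HSC genes outside the endothelial list (permutation p = 0.1). The biological explanations that the design gives are a larger share of HSCs among the LSK cells and higher expression per cell. The arrays do not count cells and cannot tell these apart. By flow cytometry of fetal livers at the same age the paper found LT-HSCs more frequent and MPPs less frequent (Figure 2i), which goes with the larger share. Whether that share accounts for the whole difference was not tested.

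The higher erythroid genes were weighed last. Red cells or their RNA in the *Ddb1*-deficient sorts stay open: 5 adult globin probe sets, for the most abundant transcripts of red cells, had a median log2 difference of 2.48 (-0.11, for a dim *Hba-a1* probe set, to 2.66), above the median of 0.75 (quartiles 0.29 and 1.64) of the 22 erythroid genes. The *Hba-a1* probe set with the largest difference was at 7.58 and 9.72 on the control arrays and at 11.53 and 11.08 on the *Ddb1*-deficient arrays, so that the controls themselves differ by a large part of this. A higher expression of erythroid genes in LSK cells without *Ddb1* was not tested.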

How the results depend on the processing

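Of the alternatives, limma at an unadjusted p under 0.05, the thresholds of the authors' table and the shorter HSC list were chosen after the values were seen. Of 81 named genes 75 kept their direction under every alternative run, and 0 passed an adjusted threshold under any. Many were named for a large difference or separate arrays, so that the kept directions follow in part from the choice of genes. Limma called 0 genes higher and 0 lower after adjustment with trend and robust, with the replicate block, with a log2 difference of at least 1, at an adjusted p under 0.1, above the median, with the mean of probe sets, without _x_at and _s_at, over every probe set, with the series matrix values, after centring or quantile normalization and with each array left out. At an unadjusted p under 0.05 it gave 1012 higher and 1245 lower, and in simulated data 1020 unchanged genes passed that threshold. The methods' test gave 1 higher and 1 lower after adjustment and 920 and 771 without it, and the authors' thresholds on every probe set 1026 and 1192; leaving out the adjustment loosens the threshold by construction, while the authors' thresholds change the test and the unit too, so that the cause of that move was not tested. The 2 calls of the adjusted methods' test rest on an SD of 0.00.

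Without adjustment the members past the threshold over all genes, 0 after adjustment, were 12 (HSC identity), 5 (the same without study genes), 6 (MPP and lymphoid priming, lower), 10 (myeloid, lower) and 2 (megakaryocyte, lower) by the methods' test, and 20, 12, 12, 13 and 2 by limma, with 2 of the B lineage.

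Counts adjusted over the list alone moved more. By the methods' test they were 8 (HSC identity, 13 by limma), 1 (without study genes, 7 by limma), 3 (MPP and lymphoid priming, 7 by limma), 0 (myeloid, 12 by limma) and 0 (megakaryocyte, 2 by limma). At an adjusted p under 0.1 they were 21, 13 and 12 for the first 3 lists, and at an unadjusted p under 0.05 20, 12 and 12, with 2 of the B lineage. Above the median alone 4 MPP genes passed, and over every probe set 3 HSC genes without study genes. The megakaryocyte count was 1 with trend and robust, with a log2 difference of at least 1, above the median and with the mean of probe sets. With the replicate block, which leaves 1 residual degree of freedom, 3 HSC genes without study genes and 1 megakaryocyte gene passed. Apart from the looser thresholds, the cause was not tested.

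The replicate number parts the arrays by sex (*Xist* and *Kdm5d*) in both groups alike. The correlation of the deviations of same-numbered arrays was 0.002, so that no other pairing showed in expression. Whether same-numbered samples were littermates or processed together is not stated. The replicate block moved 0 of 29 lists across the camera threshold, and at an unadjusted p under 0.05 it gave 886 genes higher and 1110 lower.

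Leaving out 1 array, with a lone array assumed to vary like the other group, gave 0 to 8 HSC genes without study genes (0 without control 2, 1 without control 1), 2 to 8 MPP genes (2 without control 1, 4 without control 2), 0 to 1 megakaryocyte genes (0 without control 1, 1 without each other array) and 0 to 10 B lineage genes (10 without *Ddb1*-deficient 1, 2 without *Ddb1*-deficient 2). Camera's adjusted p ran from 0.00421 to 0.292 for the megakaryocyte list (above 0.05 without control 1, 0.0905, and without *Ddb1*-deficient 2, 0.292) and from 2.95e-06 to 0.243 for the B lineage (above 0.05 without control 2, 0.243, and without *Ddb1*-deficient 2, 0.219). The log2 difference ran from -0.31 to 0.13 for *Cul4b*, -0.23 to 0.85 for *Cbl*, -3.32 to 2.06 for *Eif2s3y* and -1.81 to 1.20 for *Uty*. The latter 2 are Y-linked. For *Cul4b* this range is that of its brighter probe set, while the other had a log2 difference of -0.83 with separate arrays.

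With the preset correlation 19 of 29 lists passed camera; 0 passed with an estimated correlation, 8 passed fry and 18 passed enrichment by permuting genes. With an estimated correlation the adjusted p was 0.215 for HSC identity, 0.215 without study genes, 0.238 for MPP, 0.215 for myeloid, 0.296 for erythroid, 0.45 for megakaryocyte and 0.481 for B lineage genes, and of the 22 other lists 0 passed in place of 12. In simulated data this setting recovered 0 of 20 lists of 25 genes shifted by log2 1, so that it says little either way. By fry HSC identity (0.00068), the same without study genes (0.00917) and myeloid genes (0.0267) passed, MPP (0.0774), erythroid (0.146), megakaryocyte (0.237) and B lineage genes (0.455) did not, and of the other lists 5 passed (mast cell, macrophage, endothelial, Trp53 target and DNA damage genes). The megakaryocyte list gave 0.0781 without _x_at and _s_at probe sets and 0.076 over every probe set. The shorter HSC list without study genes (18 genes) kept an adjusted p of 5.72e-08, with 7 higher when adjusted over the list alone.

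Directions reversed for *Cul4b* (0.01 after quantile normalization again), *Hnf4a* (0.08) and *Ifi35* (1.32) without _x_at and _s_at probe sets, and *Eif2s3y* (0.39 with the mean of probe sets); the cause was not tested. Of the genes at an unadjusted p under 0.05, 44.8% were higher, or 39.2% after centring and 50.8% after quantile normalization. Genes near the median signal of log2 2.08, such as *Thy1*, leave the test when dim probe sets are removed.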

Differences from the paper's values

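The alternatives were set before the data were examined, except limma at an unadjusted p under 0.05 and the authors' table thresholds, which were chosen after seeing the values. The paper states no number for these arrays that was also computed here, and its direction for the stem cell identity genes is also found here. *Mecom*, *Thy1* and *Angpt1*, which the paper calls up-regulated, were higher by log2 3.14, 1.50 and 1.33 but did not pass limma after adjustment (adjusted p = 0.146, 0.167 and 0.447). The methods' test without adjustment calls *Mecom* (p = 0.0119) and *Thy1* (p = 0.00582) and does not call *Angpt1* (p = 0.16), and the authors' deposited table likewise lists the former 2, with a fold of 8.84 and 2.83, and not *Angpt1*. Limma at an unadjusted p under 0.05 calls all 3, a setting chosen after seeing the values that drops 0 of them.

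The paper states that genes of differentiation were down-regulated. Of 5 differentiation lists 3 were lower: multipotent and lymphoid-primed progenitors (median log2 difference -0.95, adjusted p = 0.238 with an estimated correlation and 0.0774 by fry), myeloid (-1.14, 0.215 with an estimated correlation, 0.0267 by fry) and B lineage (-1.79, not past camera's threshold without control array 2, without *Ddb1*-deficient array 2, with an estimated correlation or by fry). The erythroid list was higher (0.75), with 0 of 22 members lower at an unadjusted p under 0.05, but it also differed by a median of 0.73 between the 2 control arrays, and adult globin was higher with it (median log2 difference 2.48 over 5 probe sets). Higher too was the megakaryocyte list (0.43), although *Itgb3* and *Mmrn1* of that list were lower. Neither passed every test: by fry the adjusted p was 0.146 for the erythroid and 0.237 for the megakaryocyte list. The latter list gave 0.0781 by camera without _x_at and _s_at probe sets and 0.076 over every probe set. Camera with an estimated correlation gave 0.296 for the erythroid and 0.45 for the megakaryocyte list. That setting called 0 of 29 lists and so says little either way. Figure 2k itself draws *Pf4*, *Ptgs1*, *F2r* and *Rab27b* of the megakaryocyte list as higher. Of the genes that Figure 2k draws as lower, 48 of 51 measured were lower here, and of those drawn as higher 30 of 31 were higher. *Akap13* is drawn as higher and had a log2 difference of -0.20, and *Psma6* and *Eri1* are drawn as lower and had 0.06 and 0.07. With the mean of all probe sets of a gene all 82 measured labels went in the direction of the figure.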

Other observations

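The list tests of this part were planned, while limma at an unadjusted p under 0.05, used for *Cdkn1a* and *Trp53*, was added after the values were seen. Genes of G2 and mitosis were lower in the *Ddb1*-deficient LSKs by a median log2 difference of -0.74, with 8 of 40 lower when adjusted over the list alone (*Nusap1*, *Mad2l1*, *Top2a*, *Ect2*, *Tpx2*, *Mis12*, *Ccna2* and *Smc4*, of which *Top2a* and *Tpx2* have probe sets going the other way and Figure 2k labels *Mis12*, *Ccna2* and *Smc4*) and 0 over all genes, and a camera adjusted p of 5.9e-12 (p = 0.237 with an estimated correlation). *Bub1* was at a log2 intensity of 3.57 ± 1.13 against 5.78 ± 0.12 (n = 2 arrays each), with 1 of its 2 probe sets going the other way, and *Cdk1* at 3.83 ± 1.62 against 6.29 ± 0.57. The log2 difference of *Bub1* was -3.00 without *Ddb1*-deficient array 1 and -1.41 without *Ddb1*-deficient array 2, and that of *Cdk1* -3.61 and -1.31. Of 46 genes of DNA replication, with *Rfc3* (log2 difference -1.60) and *Pola1* (-1.55, 1 of 2 probe sets going the other way) differing most, 0 passed when adjusted over the list alone or over all genes (median -0.43, camera adjusted p = 2.5e-05, p = 0.253 with an estimated correlation). The difference of *Pola1* was -2.17 without *Ddb1*-deficient array 1 and -0.92 without *Ddb1*-deficient array 2. *Cdkn1c* was at 4.00 ± 0.19 against 2.04 ± 0.33, the only one of 9 CDK inhibitors and pocket proteins higher when adjusted over the list alone (0 over all genes; median -0.29, camera adjusted p = 0.716, p = 0.746 with an estimated correlation).

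*Ddb2*, a partner of DDB1, was at 8.08 ± 0.30 against 6.65 ± 0.28 (mean ± SD of both arrays). It was higher when adjusted over the list alone among 8 substrates that the study names (0 over all genes; median -0.65, camera adjusted p = 0.216, p = 0.406 with an estimated correlation). In the 26 genes of the CUL4-DDB1 complex *Ddb1* was the only one past the threshold when adjusted over the list alone (0 over all genes; median -0.02, camera adjusted p = 0.716, p = 0.824 with an estimated correlation). *H2ax* (log2 difference -1.87) and *Xrcc6* (-1.67, 1 of 2 probe sets going the other way) were lower among 46 genes of DNA damage response when adjusted over the list alone (0 over all genes; median -0.27, camera adjusted p = 0.000243, p = 0.237 with an estimated correlation). *Eda2r* (2.55) was the only one of 30 Trp53 targets higher when adjusted over the list alone (0 over all genes; median 0.08, camera adjusted p = 0.222, p = 0.406 with an estimated correlation, and 0.0267, higher, by fry), and *Cdkn1a* (0.70, p = 0.113) and *Trp53* (0.65, p = 0.149, 4 of 7 probe sets going the other way) were not called by limma without adjustment. Of 27 apoptosis genes, with *Xiap* (-1.19, 1 of 7 probe sets going the other way) and *Apaf1* (-0.95) differing most, 0 passed when adjusted over the list alone or over all genes (median -0.04, camera adjusted p = 0.716, p = 0.746 with an estimated correlation).

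Ribosomal proteins (36 genes, median -0.23, camera adjusted p = 1.44e-05), splicing genes (41, -0.40, 1.43e-05), oxidative phosphorylation (43, -0.18, 0.00381) and proteasome subunits (31, -0.16, 0.0139) were lower as lists, each with 0 members past the threshold when adjusted over the list alone or over all genes, and each with an adjusted p of 0.237 with an estimated correlation. By fry their adjusted p was 0.0774, 0.1, 0.168 and 0.154, and by permuting genes 0.00516, 0.0217, 0.00516 and 0.207. Of the hybridization controls bioC (11.57 and 11.71 on the *Ddb1*-deficient against 11.07 and 11.06 on the control arrays) and bioB were higher by more than the size of these medians, while r2-Ec-bioD (0.04 and 0.08) and cre (-0.03 to -0.00) differed by less. The members of these lists with the largest differences were *Rps14* (-0.71), *Rpl18* (-0.63, 1 of 2 probe sets going the other way), *Cpsf1* (1.18), *Cpsf2* (-1.11), *Ndufv1* (-1.51), *Ndufc2* (-0.99), *Psma1* (-1.12, 1 of 4 probe sets going the other way) and *Psmb7* (-0.85). Mast cell genes were lower (14 genes, median -0.33, camera adjusted p = 0.00868, p = 0.237 with an estimated correlation), with *Hdc* (-2.70) and *Cpa3* (-1.23) lower when adjusted over the list alone and 0 over all genes. Of 19 T and NK cell genes *Tcf7* (-1.74) was lower when adjusted over the list alone, 0 over all genes; the median of 0.10 and the direction of camera (lower, adjusted p = 0.558, p = 0.741 with an estimated correlation) differ in sign. Stromal genes (15, median 0.13, camera adjusted p = 0.628, p = 0.746 with an estimated correlation), immediate early genes (19, 0.11, 0.352, p = 0.476 with an estimated correlation) and sex-linked genes (5, -0.14, 0.795, p = 0.862 with an estimated correlation) had 0 members past either threshold. Their members with the largest differences were *Acta2* (-1.56, 1 of 3 probe sets going the other way) and *Sparc* (1.25), *Klf6* (0.92) and *Klf4* (-0.92), and *Eif2s3y* (-0.63) and *Uty* (-0.31), 2 Y-linked genes whose direction depends on the array left out. Without control array 2 the difference of *Acta2* was -0.72 and that of *Klf4* -0.54. Without *Ddb1*-deficient array 2 that of *Sparc* was 0.25.

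Among genes with separate arrays, a signal above the median in the *Ddb1*-deficient cells and an unadjusted p under 0.05, the largest positive differences were those of *Tmem204* (log2 difference 5.31), *Adm* (5.23), *Cttn* (4.80, 1 of 5 probe sets going the other way), *Rasgrp1* (4.24), *C2* (4.23), *C1qa* (4.16), *Enah* (4.15), *Myct1* (4.05), *Hpgds* (4.04) and *Sowaha* (3.87), none past the adjusted threshold. The control means of *Tmem204* (1.28), *Enah* (1.55) and *Cttn* (2.00) lay below the median probe set (2.08), so that the size of their differences is uncertain. The difference of *Myct1* was 2.57 without *Ddb1*-deficient array 1, and that of *C2* 2.80 without *Ddb1*-deficient array 2. The sort markers *Kit* (-0.27, 1 of 2 probe sets going the other way) and *Ly6a* (0.12), chosen after their values were seen, differed by less than the spread between arrays.

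In the control arrays the probe sets of the ligases of Figure 1a stood in the top 3.27% (*Cul4a*), 5.14% (*Cul4b*), 8.46% (*Fbxw7*), 8.7% (*Itch*), 10.2% (*Cul1*), 12.3% (*Ddb1*) and 15.8% (*Cbl*) of all probe sets, or 53.6% for *Itch* and 23.4% for *Cbl* by the median of their probe sets. Of these 7 genes *Ddb1* and *Itch* (-0.93, 2 of 4 probe sets going the other way) were lower when adjusted over the list alone (0 over all genes; median -0.09, camera adjusted p = 0.089, p = 0.351 with an estimated correlation).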
